# Genome-wide promoter responses to CRISPR perturbations of regulators reveal regulatory networks in *Escherichia coli*

**DOI:** 10.1038/s41467-023-41572-4

**Published:** 2023-09-16

**Authors:** Yichao Han, Wanji Li, Alden Filko, Jingyao Li, Fuzhong Zhang

**Keywords:** Gene expression profiling, Bacterial systems biology, Regulatory networks

## Abstract

Elucidating genome-scale regulatory networks requires a comprehensive collection of gene expression profiles, yet measuring gene expression responses for every transcription factor (TF)-gene pair in living prokaryotic cells remains challenging. Here, we develop pooled promoter responses to TF perturbation sequencing (PPTP-seq) via CRISPR interference to address this challenge. Using PPTP-seq, we systematically measure the activity of 1372 *Escherichia coli* promoters under single knockdown of 183 TF genes, illustrating more than 200,000 possible TF-gene responses in one experiment. We perform PPTP-seq for *E. coli* growing in three different media. The PPTP-seq data reveal robust steady-state promoter activities under most single TF knockdown conditions. PPTP-seq also enables identifications of, to the best of our knowledge, previously unknown TF autoregulatory responses and complex transcriptional control on one-carbon metabolism. We further find context-dependent promoter regulation by multiple TFs whose relative binding strengths determined promoter activities. Additionally, PPTP-seq reveals different promoter responses in different growth media, suggesting condition-specific gene regulation. Overall, PPTP-seq provides a powerful method to examine genome-wide transcriptional regulatory networks and can be potentially expanded to reveal gene expression responses to other genetic elements.

## Abstract (web summary)

Measuring gene expression responses for every transcription factor (TF)-gene pair in living prokaryotic cells is challenging. Here the authors report pooled promoter responses to TF perturbation sequencing (PPTP-seq) using CRISPRi, which they use to address this problem in *E. coli*.

## Introduction

Information about the bacterial cellular response is often encoded in promoters and affected by transcription factors (TFs), which control both the timing and level of gene expression. Characterizing the transcriptional regulatory network (TRN) between TFs and promoters is essential for functional genomics, systems biology, and genetic engineering applications. The genome-scale TRN contains massive amounts of information: *Escherichia coli*, for example, possesses at least 183 confirmed TF-encoding genes and 2619 operons according to RegulonDB 10.0^1^, corresponding to ~500,000 (183 × 2619) possible TF-operon responses. RNA-seq and microarrays are the most common methods for exploring genome-scale transcriptomic responses to a perturbed TF activity, but identifying responsive genes for all TFs would require hundreds of RNA-seq or microarray experiments, consuming excessive resources and time^2–9^. Recent advances in single-cell RNA-seq and CRISPR-based perturbations allowed systematic analysis of transcriptional response to various genetic perturbations in eukaryotes^10–12^. However, these methods have not been able to illustrate prokaryotic TRNs at whole genome scales due to the low coverage of bacterial single-cell RNA-seq (less than 10%)^13^. Genome-wide promoter mutational scanning presents another high-throughput method for identifying cis-regulatory elements (CREs) on promoters^14–18^. While powerful, this method alone, without prior knowledge of TF binding sites, cannot provide information about which TF a promoter can respond to. Moreover, when multiple TFs bind to the same location, mutational scanning data alone cannot quantify the effect of each TF.

To overcome these limitations, we develop a massively parallel method to measure genome-wide promoter activities in response to CRISPR interference (CRISPRi)-based TF knockdown (TFKD). This method called Pooled Promoter responses to TF Perturbations via sequencing (hereafter PPTP-seq), allows us to examine the regulatory effects in living cells of hundreds of TFs and thousands of promoters of a bacterial genome, all with a single assay lasting just two weeks. Further, PPTP-seq produces homogeneous data for evaluating all regulatory responses under identical growth conditions, avoiding extensive normalization steps in data processing. We apply PPTP-seq to study the *E. coli* TRN in three different grow media (minimal glucose, minimal glycerol, and LB media) and obtain the most comprehensive TF-promoter activity profiles so far. Our study uncovers multiple regulatory responses, including TF autoregulatory responses, complex transcriptional control of metabolic pathways, promoter responses to co-regulation from multiple TFs, and condition-specific gene regulation.

## Results

### PPTP-seq development and validation

PPTP-seq uses plasmid to integrate each CRISPRi-based TF perturbation and each promoter activity reporter into one construct. Each plasmid contains a CRISPRi cassette that constitutively expresses a single guide RNA (sgRNA) to repress a specific TF in the genome^19^ and a promoter-reporter cassette to measure the activity of a specific promoter under the TF-repressed condition (Fig. 1a, b). A self-cleaving ribozyme, RiboJ, was inserted between the promoter and the *gfp* reporter gene to produce invariant mRNA sequences, thus eliminating the interference of different promoter sequences with *gfp* mRNA stability^20^.

**Fig. 1:**
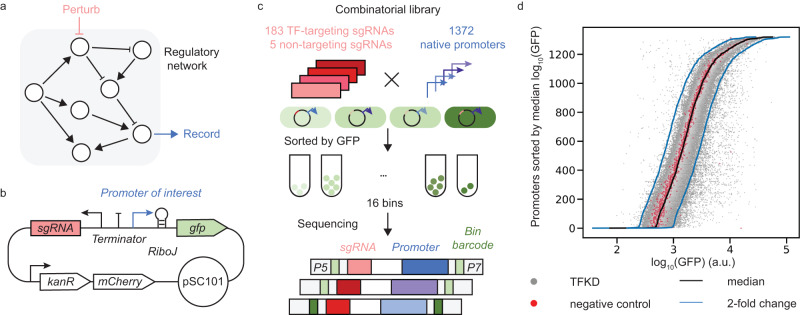
Genome-wide promoter activity profiles of TFKD measured by PPTP-seq. **a** Schematic of a regulatory network. Perturbing regulators and the recorded responses of genes are used to infer regulatory interactions. **b** Reporter plasmids used to quantify promoter activity under CRISPRi-based regulator perturbation. A native promoter was cloned upstream of the *gfp* gene, and a sgRNA was inserted downstream of a constitutive promoter. **c** Massively parallel promoter activity measurements for a combinatory library. A combinatory library of more than 2.5 × 10^5^ sgRNA-promoter pairs was sorted into 16 bins according to their GFP expression levels. The sgRNA and promoter regions in each bin were sequenced to estimate perturbed promoter activity for each sgRNA-promoter pair. **d** Sorted promoter activities of all promoters. The gray and red dots respectively represent promoter activities in strains with TF-targeting sgRNAs and negative control sgRNAs. The black line represents sorted median promoter activities across all TFKD conditions. The blue lines indicate 2-fold changes from the median activities. a.u. arbitrary units. Source data are provided as a Source Data file.

To profile genome-wide transcriptional responses for all TFs in *E. coli*, we constructed a combinatorial plasmid library consisting of both a sgRNA library and a promoter library (Fig. 1c). The sgRNA library contains 183 TF-targeting sgRNAs that repress every single known TF gene in the *E. coli* genome (Supplementary Data 1), and contains five non-targeting sgRNAs as negative controls. The promoter library contains 1372 native promoters that cover more than 50% of all operons in *E. coli*^21^ (Supplementary Data 2). The combinatorial plasmid library was transformed into *E. coli* strain FR-E01, which carries a *dCas9* gene in its chromosome. Transformed cells were first grown in minimal glucose medium to a steady state and sorted into 16 bins based on their fluorescence intensity (Supplementary Fig. 1a). 

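The PPTP-seq measurement in minimal glucose medium comprised 3 biological replicates of 16 bins each, or 48 sequenced libraries, from cells induced with 1 μM aTc. The paper's Supplementary Data 3 lists 270829150, 525984587 and 385088413 mapped reads for the 3 replicates, and 29047801, 20281299 and 84527712 collected cells. The authors scaled the reads of a bin to its collected cells, took off a noise background of 0.05 and fitted a log-normal distribution to each TF-promoter pair. They then rescaled the replicates to one of them. For each pair, the authors deposited the mean and SD over replicates of the natural log of GFP fluorescence in arbitrary units, and the number of qualified replicates. Their table also gives the log2 fold change relative to the negative control sgRNAs of the same promoter and the q-value of their Z test. The table as used here has 242405 pairs of 183 TF genes and 1325 promoters. Another 70 combinations are not analysed here, 64 of them a TF with the promoter of its own operon. The number of reads behind a single pair is unknown from the table, so the precision of a value is given here by its SD and its number of replicates. Pairs with an SD above 0.7, the limit of the paper's methods, were left out of the calls. The promoter medians and the shares given for all pairs with a value include them. A pair was called upregulated or downregulated when its q-value was under 0.01 and its activity differed by more than 1.7-fold from both the negative control and the median of that promoter over all TFKD conditions. The medians were computed from the deposited means, and the q-values were used as the authors' values. Genes are named by their symbols, and positions are those of assembly ASM584v2.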

More than 20 million cells (including all 16 bins) were sorted in each replicate (Supplementary Fig. 1b and Supplementary Data 3), and their plasmids were sequenced using the NovaSeq S4 XP Platform, generating an average of 420 million reads from each replicate (Supplementary Fig. 1c and Supplementary Data 3). To estimate promoter activities under each perturbed TF condition, sequencing read counts across the bins were first converted to cell count distribution for each individual variant, followed by fitting into log-normal distribution by maximum-likelihood estimation^22–24^ (Supplementary Fig. 2 and “Methods”).

Measured promoter activities were highly consistent between independent biological replicates performed in different weeks, with replicate correlation ranging between 0.90 and 0.95 (Supplementary Fig. 3a). 

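In minimal glucose medium, 197635 of the pairs in the table (81.5%) had a value. Of these, 24659 rested on 1 replicate, 35396 on 2 and 137580 on all 3. A q-value was given for the 172976 pairs with at least 2 replicates, and 9209 of them (5.32%) had an SD above the limit, which left 163767 pairs for the calls. The median SD between replicates was 0.156 on the natural log scale. Means ran from 1.13 to 11.5 on that scale.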

Across three independent replicates, the promoter activities of 201,433 library members (i.e., 201,433 different TF-promoter pairs, 81% of the entire library) passed our quality filters (Supplementary Fig. 3b, “Methods”). 

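The activity of each promoter under the negative control sgRNAs was obtained from the deposited mean and fold change of its TFKD pairs and compared with the median over its TFKD conditions. Across the 1323 promoters with a value, Pearson's *r* was 0.992 (95% confidence interval 0.991 to 0.992 from Fisher's transformation) and Spearman's rho was 0.992. Promoters are not independent replicates, and both activities share the cultures. The median lay above the control by a median of 0.05 on the log2 scale, with differences from −2.50 to 1.72. In 1320 promoters (99.8%) the difference was below 2-fold. Restricting the comparison to the 1217 promoters with at least 100 quantified pairs gave an *r* of 0.995.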

For most promoters, the median activity of a promoter across all TFKD conditions was consistent with its activity in negative controls (Fig. 1d and Supplementary Fig. 4). 

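Relative to the median of their promoter, 188599 of all pairs with a value (95.4%) lay within 2-fold. Of the settings tried, a limit of 1.7-fold moved this share most, to 92.3%. Among pairs with an SD up to 0.7, the limit of the paper's methods, it was 97.9%. This share was added after seeing the data.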

We found that more than 98% of TF-promoter pairs fell within the two-fold-change boundaries of the median activity, indicating robust promoter activities in most TFKD conditions^18,25^.

CRISPRi can impair cell growth if essential genes are targeted. 

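The sgRNAs that target *alaS* and *dicA* gave no promoter with a value in minimal glucose medium. Those that target *bluR*, *nrdR*, *dnaA*, *mraZ* and *iscR* gave 1, 6, 11, 31 and 114 promoters with a value. Among the other sgRNAs, *dpiA* had the fewest promoters with a value, 193, and *hdfR* the most, 1319, with a median of 1230.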

Seven TF-targeting sgRNAs (*alaS*, *bluR*, *dicA*, *dnaA*, *iscR*, *mraZ*, and *nrdR*) had substantially reduced reads (fewer than 10,000 reads per sgRNA compared to an average of 4.8 million reads per sgRNA). Among them, *alaS*, *dicA*, and *dnaA* are essential genes whose deletion led to cell death^26,27^. CRISPRi polarity^28,29^ can also lead to the repression of essential genes that are located downstream of a targeting TF within the same operon. This explains the substantially reduced reads for *iscR*, *mraZ*, and *nrdR*.

We further evaluated the CRISPRi repression efficiency using both TF’s promoter activity measured from PPTP-seq (Supplementary Fig. 5a) and transcript level measured from RT-qPCR (Supplementary Fig. 5b). The two methods respectively found 95% and 86% of tested TFs showed significant repression (Student’s *t*-test *P-*value < 0.05) compared to their corresponding controls containing non-targeting sgRNAs (Supplementary Note 1). We further found a clear negative correlation between the degree of CRISPRi repression and TF expression level measured from TF’s promoter activity (Supplementary Fig. 5c, d). This explains the lack of repression for the small fraction of TFs (e.g., *qseB* and *ttdR*).

To further validate the promoter activities measured by PPTP-seq, we randomly selected five promoters, which involve a diverse range of gene functions. We then individually measured their activities in response to CRISPRi repression of nine representative TFs (and one non-targeting sgRNA as a negative control), using a plate-reader-based whole-cell fluorescence assay (Supplementary Fig. 6a). Of these 50 sgRNA-promoter pairs, 45 were quantified by PPTP-seq and were highly consistent with individual whole-cell fluorescence measurements (Supplementary Fig. 6b, Pearson’s *r* = 0.95), confirming the high quality of our pooled measurements. 

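All 45 TFKD pairs of these 5 promoters and 9 TFs have a row in the PPTP-seq table, and 38 of them have a value in minimal glucose medium. An SD was given for 29 pairs, with a median of 0.136, and 28 pairs were within the SD limit. The authors' means on the natural log scale ran from 6.93 to 10.1 over the 38 pairs. At the *fadE* promoter, the mean over 9 TFKD conditions was lowest with *marA* knockdown, 6.93, and highest with *fadR* knockdown. The *lacZ* promoter was lowest with *marR* knockdown, 6.94, and highest with *lacI* knockdown. At *marR*, values for 6 TFs ran from 7.77 with *marA* knockdown to 8.87 with *marR* knockdown. The *glyA* promoter, also with 6 TFs, ran from 9.02 to 10.1, and *metA*, with 8 TFs, from 9.30 to 9.72. Of the 28 pairs, 3 were called upregulated (*fadR* at *fadE*, *lacI* at *lacZ* and *marR* at its own promoter) and none downregulated. The plate-reader values are not used here.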

The other five combinations were missing in all three replicates due to their low read counts. This small dataset also contained the regulatory effects of five known direct interactions and one indirect interaction in RegulonDB^1^ (Supplementary Fig. 6c).

We also compared our promoter activity measurements to previously published datasets from other independent experiments. Promoter activities measured from PPTP-seq (using the negative control strains) correlated with transcript levels measured from RNA-seq^30^ and promoter activities individually measured using flow cytometry^31^ (Supplementary Fig. 7a–c, Pearson’s *r* = 0.68 and 0.74, respectively). Additionally, fold change in promoter activity upon TFKD measured from PPTP-seq is also qualitatively consistent with that measured from EcoMAC microarray^32^ for a few known regulatory interactions in RegulonDB^1^ (Pearson’s *r* = 0.51, Supplementary Fig. 7d).

### Genome-wide TF-dependent promoter responses

We quantified promoter activity changes by TFKD relative to negative controls (Supplementary Fig. 4) and modeled the replicated data as log-normal distributed to determine statistical significance. 

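With these criteria, 3719 pairs were upregulated and 338 were downregulated in minimal glucose medium. Among the alternatives tried, a fold change relative to the negative control only moved the first count most, to 5049, and requiring a value in every replicate moved the second most, to 138. Simulated pairs without any change, with the replicates and control errors of the real ones, gave 499 upregulated and 555 downregulated calls among 171149 pairs. The largest increase among the known pairs labelled in Fig. 2a was that of *lacI* at the *lacZ* promoter (gene at 363231–366305), where the authors' deposited table gives a log2 fold change of 3.64. The authors' mean for this pair was 9.59 (authors' SD 0.0430 over 3 replicates), against a promoter median of 7.12 over all TFKD conditions. The *lacI* and *lacZ* genes are neighbours. For *fadR* at *fadE* (240859–243303), the authors' mean was 8.91 (authors' SD 0.233 over 3 replicates) and the promoter median was 7.40. For *argR* at *argG* (3318637–3319980), the authors' mean was 8.71 (authors' SD 0.192 over 3 replicates) and the promoter median was 7.75, and *argR* is a TF with over 100 called promoters. For *lrp* at *ilvI* (85630–87354), the authors' mean was 7.72 (authors' SD 0.279 over 2 replicates), below the promoter median of 8.64. The log2 fold changes in the authors' deposited table for these 3 pairs are 2.23, 1.45 and −1.38.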

From the 201,433 measured promoter activities, single TFKDs led to upregulation in 3720 TF-promoter pairs and downregulation in 338 pairs (>1.7-fold in promoter activity, *q* < 0.01; Fig. 2a) in minimal glucose medium. 

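Of the 181 TFs with a value in minimal glucose medium, 127 (70.2%) had fewer than 10 called promoters and 4 had none, with a median of 6. More than 100 promoters were called for 9 TFs. These were *argR* (386 promoters), *flhD* (368), *ulaR* (345), *adiY* (306), *hns* (160), *glcC* (149), *tdcA* (138), *deoR* (135) and *hypT* (107). Together they made 2076 of the upregulated calls (55.8%) and 18 of the downregulated calls (5.33%). Apart from *hns*, their log2 fold changes relative to the control were correlated across promoters, with Spearman correlations between pairs of TFs from 0.669 to 0.868 (median 0.739). Simulated TFs without any change that share the same control gave 0.199 (the highest of 20 simulations was 0.218). *hns* with the other 8 gave a median of 0.195, about that of the simulation. With each TF's median change taken off, 67.1% of their upregulated calls were left, and for *hns* 25.2%. A threshold of 2-fold left 5 TFs with over 100 called promoters.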

Most TFs regulate fewer than ten promoters, while a few TFs affect more than 100 promoters (Fig. 2b). 

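Upregulation was called at 865 promoters and downregulation at 265, and 152 promoters had calls in both directions. At 600 promoters more than 1 TFKD caused upregulation, and at 56 promoters more than 1 caused downregulation. The most TFs that lowered a single promoter were 4, at each of *glmUS*, *hdeAB-yhiD*, *metE* and *xylE*. Without the 9 TFs that have over 100 called promoters, an alternative chosen after seeing the data, 295 promoters were raised and 52 lowered by several TFs.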

We also found promoters that are regulated by multiple activators (leading to downregulation by TFKD in Fig. 2c) are much less abundant than those regulated by multiple repressors (leading to upregulation in Fig. 2c). 

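A single TF changed 294 of the promoters with a call (30.1%), 205 of them upward and 89 downward. The median was 3 TFs per such promoter and the highest number was 32, at *ymdE-ycdU*. Leaving out the 9 TFs with the most calls, an alternative chosen after seeing the data, raised the share changed by a single TF to 49.4% (378 promoters).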

The most common regulatory effect on a regulated promoter observed in PPTP-seq was single regulation by a single activator or a single repressor (30%, Fig. 2c and Supplementary Fig. 4), which was consistent with previous datasets measured using other methods^1,14^.

**Fig. 2:**
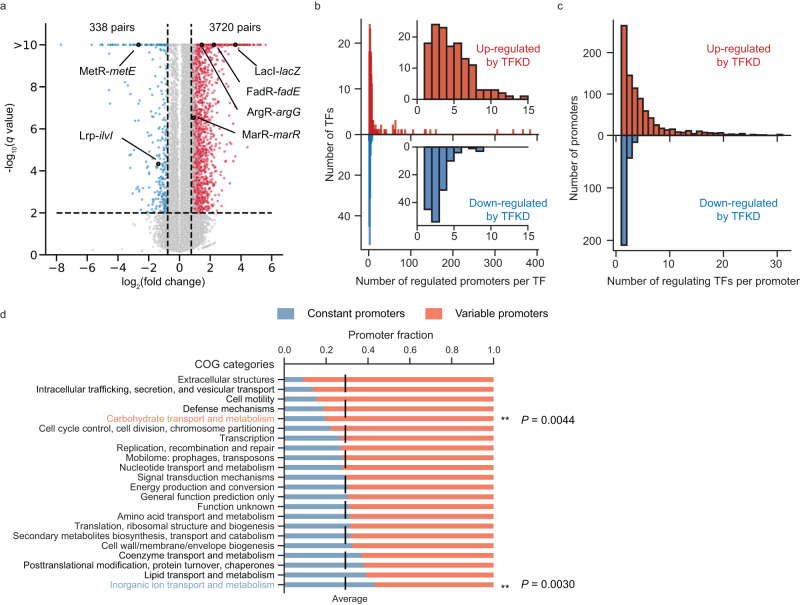
Genome-wide promoter responses to TFKD in *E. coli*. **a** Promoter activity changes by TFKD. Dashed lines indicate cutoffs for statistically significant (*q* < 0.01) and substantial (>1.7-fold change) effects. Each dot represents a TF-promoter pair. Upregulation and downregulation by TFKD are shown in red and blue, respectively. A few known interacting TF-promoter pairs are labeled. **b** Histogram of the number of regulated promoters per TF. Inset in (**b**) shows histograms over a smaller range. **c** Histogram of the number of regulating TFs per promoter. **d** Fractions of constant promoters and variable promoters in each COG category. All COG categories of genes in an operon controlled by a promoter are assigned to the promoter. The dashed line indicates the average fraction of constant promoters over all COG categories. Statistical significance is determined by one-sided Fisher’s exact test. **P < 0.01. Source data are provided as a Source Data file.

Collectively, we identified 936 (71% of 1323 measured promoters) variable promoters with significant activity change under at least one TFKD condition (Supplementary Note 2), and the other 29% of the promoters were considered as constant promoters. 

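At least 1 call was made at 978 of the 1323 promoters with a value (73.9%), and 345 (26.1%) had none. A pair that could be called, with an SD within the limit and a q-value, existed for 1321 promoters. Requiring a value in every replicate moved the number of variable promoters most, to 742. Without the 9 TFs that have over 100 called promoters it was 765 (57.8%).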

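COG and KEGG classes are not used here, and sets of promoters were instead defined by gene-name prefixes. Promoters of operons with *gal*, *mal*, *lac*, *xyl* or *ara* genes were variable in 14 of 16 cases (87.5%), against 73.8% of the 1307 other promoters. The odds ratio was 2.49, with a two-sided Fisher's exact *p* of 0.265 and a Benjamini-Hochberg adjusted *p* of 0.331 over 5 sets.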

Clusters of Orthologous Genes (COG) analysis^33^ of all downstream genes of these promoters indicated that genes expressed by variable promoters are enriched in the COG class of “Carbohydrate transport and metabolism” (*P* = 4.4 × 10^−3^) (Fig. 2d), specifically KEGG pathways in galactose metabolism (eco00052), pentose and glucuronate interconversions (eco00040), starch and sucrose metabolism (eco00500), and amino sugar and nucleotide sugar metabolism (eco00520). 

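Promoters of operons with *flg*, *flh*, *fli*, *mot* or *che* genes were variable in 8 of 9 cases. Their odds ratio against the other promoters was 2.84 (two-sided Fisher's exact *p* = 0.46 before and after Benjamini-Hochberg adjustment). The *fim* operon is not analysed here.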

Variable promoters also control genes in flagellar and pilus (Supplementary Data 4). The results suggested that these functions or activities are more readily subject to regulation under different condition changes. Genes expressed by constant promoters are enriched in “inorganic ion transport and metabolism” (*P* = 2.6 × 10^−3^), specifically sulfur metabolism (eco00920), ion transport (GO:0006811), and iron ion homeostasis (GO:0055072) (Supplementary Data 4), suggesting that these genes play housekeeping roles (Fig. 2d).

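With sets defined by gene-name prefixes, 3 of 9 promoters of *fec*, *fep*, *fhu*, *ent* or *feo* operons were variable, an odds ratio of 0.174 (two-sided Fisher's exact *p* = 0.0122, adjusted *p* = 0.0536). Of the promoters of *cys* operons, 3 of 8 were variable (odds ratio 0.209, two-sided Fisher's exact *p* = 0.0322). For operons of ribosomal proteins the number was 4 of 10 (odds ratio 0.232, two-sided Fisher's exact *p* = 0.0238). Adjusted over the 5 sets, all 3 had a *p* of 0.0536, so none passed 0.05 after adjustment and 3 passed it before. Counted without the 9 TFs that have over 100 called promoters, 1 of the 9 iron promoters was variable and the odds ratio was 0.0900 (two-sided Fisher's exact test, adjusted *p* = 0.0275). With calls at 2-fold it was 0.316 (adjusted *p* = 0.247), and the *cys* and ribosomal sets had adjusted *p* values of 0.457 and 0.247.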

### TF promoter response to perturbation

We systematically investigated whether a TF’s promoter can be affected by itself or other TFs. A perturbation-response network between TFs was constructed, where activation and repression represent down- and upregulation by CRISPRi knockdown of an upstream TF, respectively (Fig. 3a). In minimal glucose medium, a total of 26 activations and 339 repressions were observed between 126 TFs (Supplementary Data 5). 

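In the table, 107 promoters with a value in minimal glucose medium drive an operon with at least 1 of the 183 TF genes. At these promoters 25 pairs were downregulated and 295 upregulated. Counted as links from a TF to each TF gene of the operon, they made 27 activations and 330 repressions between 127 TFs. The knockdowns of 83 TFs were behind them. Of the 365 links in the paper's Supplementary Data 5, 356 were among these. The 9 TFs with over 100 called promoters gave 173 of the upregulated pairs. Requiring a value in every replicate moved the activations most, to 14 pairs, and a threshold of 2-fold moved the repressions most, to 188 pairs.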

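No pair of TFs was linked in both directions among the called pairs. At over 1.7-fold and an unadjusted *p* under 0.05 there was 1 such pair. The count covers only TFs whose own operon has a promoter with a value.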

Within this dataset, no mutual regulation or repressilators of three or more TFs were observed, likely due to low expression or missing allosteric regulation for some TFs when cells are growing in minimal glucose medium (Supplementary Note 3).

**Fig. 3:**
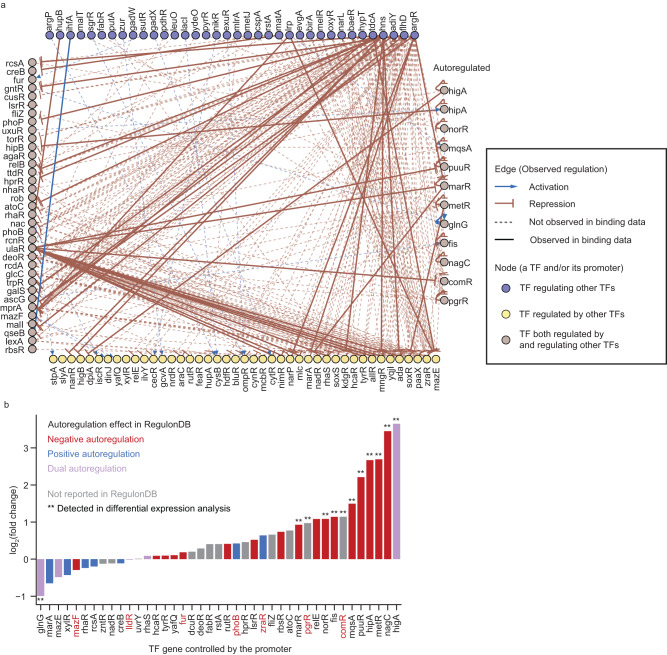
Perturbation effects of transcription factors on their promoters. **a** Perturbation-response network of TFs constructed using PPTP-seq data in minimal glucose medium. **b** Autoregulation of TFs identified by PPTP-seq in minimal glucose medium. Promoter activity fold changes upon the knockdown of TF controlled by the promoter. TF gene names marked in red were selected for validation. Source data are provided in Supplementary Data 5.

We then examined TF autoregulatory responses, which have been challenging to study using other methods due to the coupling between perturbation and readout. We identified 12 autoregulated TFs with strong perturbation effects (>1.7-fold in promoter activity, *q* < 0.01) in minimal glucose medium, including two autoregulatory interactions, PgrR and ComR, not present in RegulonDB (Fig. 3b). 

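The promoter of the TF's own operon had a value for 42 TFs, and 36 of these pairs had a q-value and an SD within the limit. Calls were made for 12, of which 11 were upregulated by knockdown and 1, *glnG*, was downregulated. For *pgrR* (1391991–1392890), the authors' mean was 8.50 (authors' SD 0.0965 over 3 replicates) against a promoter median of 7.87. For *comR* (1168200–1168832), it was 9.01 (authors' SD 0.368 over 3 replicates) against 8.35. The authors' deposited table gives them log2 fold changes of 0.97 and 1.14. Its values for the other upregulated pairs ran from 0.93 for *marR* to 3.65 for *higA*, and the authors' deposited table gives −0.99 for *glnG*. At a threshold of 2-fold 8 TFs were called, and *pgrR*, *comR* and *glnG* were not among them. Requiring a value in every replicate also gave 8 TFs, with these 3 among them. With each TF's median change taken off, an alternative chosen after seeing the data, *pgrR* was also not called.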

Meanwhile, several previously identified autoregulated TFs (e.g., PhoB, Fur, LldR, etc.) showed only weak perturbation effects (i.e., less than 30% promoter activity change) under our growth conditions in minimal glucose medium. 

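For *phoB* at the *phoBR* promoter, the authors' mean was 6.99 (authors' SD 0.152 over 3 replicates), 0.22 above the promoter median on the log2 scale. The authors' deposited table gives this pair a log2 fold change relative to the control of 0.42 with a q-value of 0.0142. For *fur* at *fldA-uof-fur*, the activity was 0.21 above the promoter median, and the authors' deposited table gives a q-value of 0.504. The *lldR* pair at *lldPRD* was 0.26 above the median, with a q-value of 0.716 in the authors' deposited table. None of these 3 pairs was called.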

To further validate these findings, we selected seven TF genes and measured their promoter activities across a wide range of TF concentrations using a tunable *E. coli* TF library^34^, in which each endogenous TF is replaced by an inducible TF-mCherry fusion (Supplementary Fig. 8). Both *pgrR* and *comR* promoters showed higher activity at lower TF levels, confirming their negative autoregulation. PgrR autoregulation is consistent with the identified PgrR binding site on its promoter region^35^. Except for ZraR, four out of five previously identified autoregulated TFs displayed negligible promoter activity changes over a wide TF level range. Thus, the results from the tunable TF library were mostly consistent with PPTP-seq. Our results also suggest that some previously identified TFs lack autoregulatory response when cells are growing in minimal glucose medium and may occur under other growth conditions^36–39^, so the interpretation of TF regulation should consider the condition dependency.

### Transcriptional regulation of one-carbon metabolism

PPTP-seq data also allows us to systematically examine gene regulation on complex metabolic pathways. As an example, we selected the one-carbon metabolism (OCM), in which transcriptional regulation was not well characterized in bacteria. OCM is tightly associated with the synthesis of nucleotides, amino acids, and two essential cofactors―tetrahydrofolate (THF) and S‐adenosylmethionine (SAM), and it plays important roles in cell survival and growth. However, due to the presence of multiple metabolic cycles and interconnected pathway structures, dissecting the regulatory function of OCM remains challenging.

We identified 28 TF genes that can affect at least one promoter in OCM (Supplementary Fig. 9). 

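The set tested here holds 21 promoters whose operon has a gene of methionine, SAM, folate or glycine metabolism. Of these, 15 had a called pair, 50 upregulated and 9 downregulated in all. The calls came from 29 TFs, among them all 9 TFs with over 100 called promoters. Requiring a value in every replicate moved the number of TFs most, to 18.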

A few genes in methionine and SAM biosynthesis, such as *metA*, *metE*, and *metK*, were observed to be upregulated by *metJ* knockdown, recapitulating the known feedback control of SAM biosynthesis via MetJ^5,40^ (Fig. 4a). Additionally, we found that *metA*, *metE*, and *metK* were also regulated by other TFs, but in distinct patterns (Fig. 4b). For example, *metE* was found to be activated only by *metJ* knockdown, while *metK* was upregulated by knockdown of ten different TFs. This finding is intuitively surprising because MetE and MetK catalyze two consecutive reactions in the methionine cycle, and enzymes from the same pathway are often co-regulated^41^. 

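Under *metJ* knockdown, *metE* (4013053–4015314) and *metK* (3086706–3087860) had 1 replicate each in minimal glucose medium, so no SD or q-value exists for them and neither could be called. The *metE* promoter lay 1.26 and the *metK* promoter 1.23 above its median on the log2 scale. In the authors' deposited table the log2 fold changes relative to the control are 1.17 and 1.36. The *metA* promoter (4214280–4215209) had no value under *metJ* knockdown.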

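Of the 147 pairs of the *metK* promoter within the SD limit, 8 were called upregulated. The TFs were *adiY*, *argR*, *flhD*, *glcC*, *mprA*, *rstA*, *tdcA* and *ulaR*, all but *mprA* and *rstA* with over 100 called promoters. In the authors' deposited table, their log2 fold changes run from 0.90 for *tdcA* to 2.98 for *flhD*. A threshold of 2-fold left 5 TFs, as did taking off each TF's median change. At *metE*, none of 132 pairs was called upregulated. Above the control at an unadjusted *p* under 0.05 were 7 pairs, none of them by more than 1.7-fold. Downregulation of *metE* was called for *adiY*, *baeR*, *flhD* and *metR*. At *metA*, no pair of 152 was called in either direction, with 14 pairs above and 4 below the control at an unadjusted *p* under 0.05. From the different responses of *metE* and *metK*, the paper reasons that enzymes of consecutive steps can have distinct cellular functions.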

The different regulations on *metE* and *metK* thus indicate that enzymes catalyzing consecutive steps can have distinct cellular functions: MetE synthesizes methionine for protein synthesis, and MetK produces SAM as a cofactor for metabolic reactions (Fig. 4a).

**Fig. 4:**
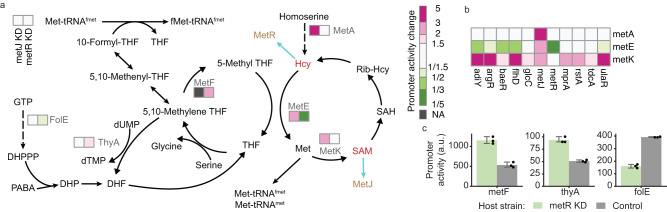
Promoter activity changes in one-carbon metabolism. **a** Promoter activity changes in response to *metR* and *metJ* knockdown by CRISPRi. Hcy and SAM control the activity of MetR and MetJ, respectively. NA not applicable, KD knockdown, GTP Guanosine-5’-triphosphate, DHPPP 6-hydroxymethyl-7,8-dihydropterin pyrophosphate, PABA *para*-aminobenzoic acid, DHP dihydropteroate, DHF dihydrofolate, THF tetrahydrofolate, dUMP deoxyuridine monophosphate, dTMP deoxythymidine monophosphate, Met L-methionine, fMet N-formylmethionine, Hcy L-homocysteine, SAM S-adenosylmethionine, SAH S-adenosylhomocysteine, Rib-Hcy S-ribosyl-L-homocysteine. **b** TF-dependent promoter activity changes for *metA*, *metE*, and *metK*. Each row represents a promoter, and each column stands for a TFKD condition. **c** Validation of MetR targets. Promoter activities were measured in a *metR* knockdown strain and, as a control, in a wild-type *E. coli* strain. Data are presented as means ± SD of three replicates from different days. a.u. arbitrary units. Source data are provided as a Source Data file.

The PPTP-seq dataset also revealed the regulatory functions of MetR, previously known only as a regulator of methionine biosynthesis. We found that *metR* knockdown affected multiple genes in the folate cycle and folate biosynthesis (e.g., *metF*, *thyA*, and *folE*; Fig. 4a), not present in RegulonDB^1^. 

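With *metR* knockdown, the authors' mean at the *metF* promoter (4132616–4133506) was 10.4 (authors' SD 0.0460 over 2 replicates), and the pair was called upregulated. The authors' deposited table gives it a log2 fold change of 1.12. At the *lgt-thyA* promoter (*thyA* at 2964361–2965155), the authors' mean was 8.11 (authors' SD 0.495 over 3 replicates). For this pair the authors' deposited table gives a log2 fold change of 0.72 and a q-value of 0.283, and it was not called. The calls at *thyA* were upregulation by *adiY*, *argR*, *flhD*, *hns* and *ulaR* knockdown. In all, 66 promoters were called for *metR*, 63 upregulated and 3 downregulated.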

Previous DAP-seq binding analysis using purified TFs and genomic DNA fragments identified MetR binding sites at *metF* and *folE* promoters^42^, but the in vivo regulatory responses have never been tested. We further verified these regulatory responses using a MetR knockdown strain from the tunable TF library^34^ (Fig. 4c). These findings allow us to discover metabolic feedback control mechanisms in *E. coli* OCM under homocysteine-starved conditions because MetR binding to DNA requires homocysteine activation^43^. When homocysteine is limited, cells cannot produce sufficient methionine for translation initiation and elongation. To quickly rescue the cells from their methionine-limited state, MetR-repression of *metF* must be alleviated, increasing the amount of 5-methyl-THF and preparing for rapid methionine synthesis when the homocysteine level is sufficiently restored. Meanwhile, upregulated *metF* and *thyA* by MetR also increase 5,10-methylene THF consumption, which simultaneously reduces 10-formyl-THF due to reversible reactions between these THF species (Fig. 4a). Low 10-formyl-THF and methionine can further result in the insufficient formation of initiator tRNA to slow down translation. Additionally, we found that MetR activates *folE*, whose enzyme product catalyzes the first step in folate biosynthesis (Fig. 4a). Thus, homocysteine limitation can also repress *folE*, thereby decreasing folate biosynthesis. 

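At the *folE* promoter (2242984–2243652), the authors' mean under *metR* knockdown was 8.76 (authors' SD 0.198 over 3 replicates) against a promoter median of 9.36. The authors' deposited table gives a log2 fold change of −0.91 with a q-value of 1.65e-06. No other TF was called at *folE* among 139 pairs. No upregulation was called, with 15 pairs above the control at an unadjusted *p* under 0.05. At a threshold of 2-fold, the *metR* pair was not called.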

Taken together, these phenomena suggest that MetR helps to block protein translation initiation and folate synthesis in response to low homocysteine and accumulates 5-methyl THF to prepare for rapid methionine biosynthesis once homocysteine is available.

### Strongly bound rather than weakly bound TFs tend to affect promoter activity

Our genome-wide promoter activity measurements from perturbed TF levels can provide information that complements TF-promoter binding datasets from ChIP-seq, ChIP-exo, DAP-seq, gSELEX, and curated TF binding sites (TFBSs) in RegulonDB^1,42,44,45^, yielding knowledge about direct and functional TF-promoter interactions. In total, out of the 4058 regulatory responses identified by PPTP-seq in minimal glucose medium, 225 have binding evidence from DAP-seq, and an additional 256 have binding evidence from other binding datasets, altogether representing 12% (481/4058) of the PPTP-seq identified responses (Fig. 5a, b, Supplementary Data 6). For 127 TFs with binding site information, on average, 23% of regulated promoters per TF were presumably direct targets (Fig. 5c). For the rest 56 TFs, their TFBSs were either not in our promoter library or not identified yet. Among the 481 regulatory responses with binding evidence, only 78 of them were found in the TF-operon network in RegulonDB, and the rest 403 TF-promoter responses may contribute to regulatory interactions not present in RegulonDB in minimal glucose medium (Supplementary Table 1).

**Fig. 5:**
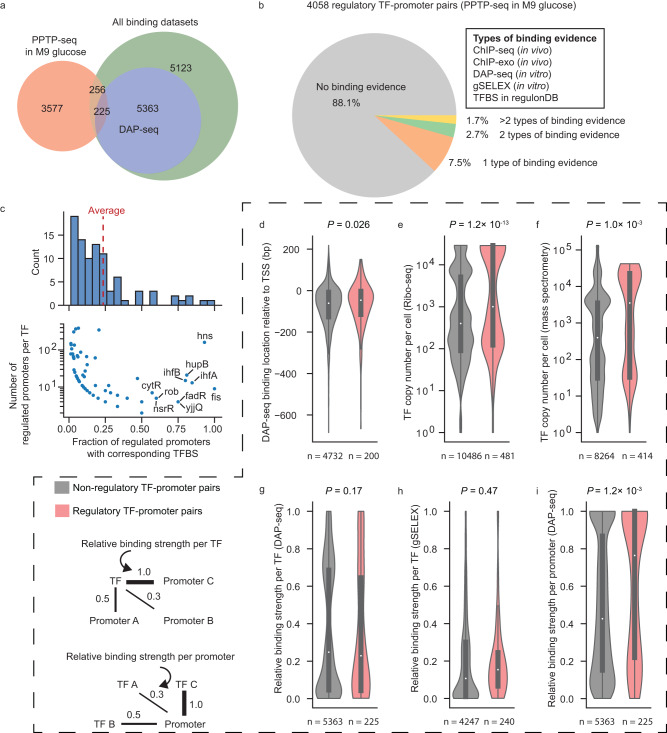
Integrative analysis of promoter response and TF binding. **a** Comparison of TF perturbation-response results from PPTP-seq and TF binding results. **b** Fraction of TF-promoter pairs that have binding evidence. **c** Distribution of fraction of regulated promoters with corresponding TFBS for each TF. **d**–**h** Factors that may affect whether a potentially bound TF on a promoter affects the promoter activity. For each TF-promoter binding interaction, the binding site location in DAP-seq (**d**), TF concentration measured by Ribo-seq (**e**), TF concentration measured by mass spectrometry (**f**), relative binding strength per TF measured by DAP-seq (**g**), relative binding strength per TF measured by gSELEX (**h**), and relative binding strength per promoter measured by DAP-seq (**i**) were considered. The violin plot shows the distribution of data, the central dot in the box represents the median, the box bounds represent the 25th and 75th percentiles, and whiskers represent the minima to maxima values. The number of TFBSs is indicated below. Benjamini–Hochberg adjusted *P*-values were calculated by the Wilcoxon rank sum test. Source data are provided in Supplementary Data 6.

In general, PPTP-seq results and the binding datasets have a small overlap in TF-promoter interaction pairs (Fig. 5a), which is consistent with the low overlaps between similar comparisons on specific TFs (GadX, GadW, Fur, and SoxS) in *E. coli*^36,46,47^ and between eukaryotic transcriptional response and TF binding datasets^3,48^. This can be caused by low TF expression levels, low TF activity (affected by other molecules), and/or complex regulatory patterns. We individually examined two promoters that have multiple different TF binding sites (Supplementary Note 4 and Supplementary Fig. 10). We found the lack of response can be explained by the context-dependent transcriptional regulation^49^―regulatory function of one TF affected by other TFs bound on the same promoter. Further, we found that deactivating the regulating TF can lead the promoter to respond to previously non-regulatory TFs (Supplementary Note 4 and Supplementary Fig. 10h, i). These observations indicate that TF-promoter binding is not sufficient for response, and *E. coli* uses layered control to achieve complex logic for gene expression. In RegulonDB, 48% of regulated promoters have more than one functional TF binding site (Supplementary Fig. 11), suggesting that such context-dependent transcriptional regulation can be ubiquitous in *E. coli*.

We sought to explore what general features determine whether a potentially bound TF can regulate promoter activity under our experimental condition (i.e., growing in minimal glucose medium). For each TF binding site, we focused on the binding location, TF concentration, and binding strength. We found that binding sites from both regulating and non-regulating TFs were centered around the transcription start site (TSS) of a promoter^50^ (Fig. 5d) and that regulating TFs had a significantly higher concentration in cells over non-regulating TFs (Fig. 5e, f). Additionally, previous biophysical models indicate that TF-DNA binding energy can predict fold changes in promoter response^16,51–53^. We first hypothesized that when a TF has binding sites at multiple promoters, it tends to regulate its targets with the strongest binding strength. To test this hypothesis, we normalized the binding strength of each TF-promoter pair to the maximum binding strength for that TF (called “relative binding strength per TF”). On average, the relative binding strength per TF was slightly weaker for regulatory TF-promoter pairs than for non-regulatory TF-promoter pairs (Fig. 5g, h). This unexpected result suggests that TFs do not necessarily regulate their most tightly associated promoters. We then considered the affinity of all TFs binding to the same promoter and normalized the binding strength of each TF-promoter pair to the maximal strength of the most tightly associated TF for each promoter (called “relative binding strength per promoter”) (Fig. 5i). Results indicate that for each promoter, TFs with stronger binding are more likely to cause promoter activity change. Taking these findings together, the relative binding strengths of TFs on a promoter are a major determinant of promoter response.

### Condition-specific regulatory networks

To explore genome-scale regulatory networks at conditions other than minimal glucose medium, we further performed PPTP-seq experiments for cells grown in LB and minimal glycerol media. 

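LB medium and minimal glycerol medium were each measured in 2 replicates of 16 bins, or 32 sequenced libraries per medium, with the same library and inducer. The authors excluded the reads of bin 1 in minimal glycerol medium. The paper's Supplementary Data 3 lists 635741104 and 488301679 mapped reads for LB, and 520924700 and 404289992 for minimal glycerol medium. Collected cells were 40297730 and 41502585 in LB and 32818296 and 32190371 in minimal glycerol medium. The sorter was the FACSMelody for both media and the FACSAria II for minimal glucose medium. In LB, 171601 pairs (70.8%) had a value, 55009 from 1 replicate and 116592 from 2, with a median SD of 0.122. In minimal glycerol medium, 180516 pairs (74.5%) had a value, 23369 from 1 replicate and 157147 from 2, with a median SD of 0.130. Of the pairs with 2 replicates, 7046 in LB and 7417 in minimal glycerol medium had an SD above 0.7, which left 109546 and 149730 pairs for the calls. Promoters with a value numbered 1312 in LB and 1313 in minimal glycerol medium. With 2 replicates, the SD of a pair is known only roughly. To compare media, the difference of the log2 fold changes of a pair was tested with a two-sided Z test, with standard errors from the SDs and numbers of replicates and from the error of the control recovered from the deposited q-values. Its *p* was adjusted by the Benjamini-Hochberg method over all pairs tested and counted as different under 0.01.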

A total of 5279 and 3810 TF-promoter responses were identified in LB and minimal glycerol media, respectively (Supplementary Fig. 12). 

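In LB, 4930 pairs were upregulated and 348 downregulated, 5278 in all. Minimal glycerol medium gave 3307 upregulated and 503 downregulated pairs, 3810 in all. Simulated pairs without any change gave 765 upregulated and 813 downregulated calls in LB, and 1025 and 972 in minimal glycerol medium. Taking off each TF's median change, an alternative chosen after seeing the data, moved the LB counts most, to 3601 and 667. A threshold of 2-fold moved the minimal glycerol counts most, to 2017 and 251.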

The larger number of responses seen in LB was partially caused by high TF activity of a few TFs that have specific effectors in rich media (Supplementary Table 2). 

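More than 100 promoters were called for 14 TFs in LB. They made 3444 of the upregulated calls (69.9%), against 42.8% for the 6 such TFs in minimal glycerol medium. The 5 TFs with the most called promoters in LB were *ulaR* (442), *argR* (436), *adiY* (426), *hypT* (246) and *flhD* (238). In minimal glycerol medium they were *argR* (366), *ulaR* (271), *adiY* (258), *flhD* (228) and *lexA* (191). Fewer than 10 promoters were called for 115 of 180 TFs in LB (63.9%) and for 90 of 182 in minimal glycerol medium (49.5%).

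**Figure D1:**
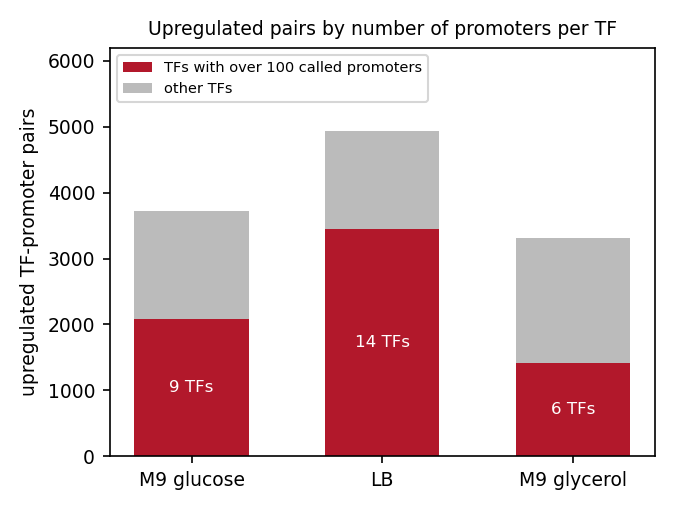
Number of upregulated TF-promoter pairs in each growth medium, split into the pairs of TFs with over 100 called promoters (dark part, with the number of such TFs) and the pairs of all other TFs (light part). The dark part holds 2076 pairs in minimal glucose medium, 3444 in LB and 1416 in minimal glycerol medium.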

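Over the 3 media, 9974 pairs were called in at least 1 medium and 866 (8.68%) in all 3. Calls in a single medium were 1900 in minimal glucose medium, 3495 in LB and 2274 in minimal glycerol medium. Of the 866 pairs, 786 (90.8%) belonged to the 9 TFs with over 100 called promoters in minimal glucose medium, and leaving these TFs out moved the count most, to 80. A call in 1 medium alone does not show that the change differed there. Of the 1900 pairs called in minimal glucose medium only, 795 (41.8%) had no q-value within the SD limit in either other medium. Of the others, 420 could be tested against LB, and 133 of these (31.7%) differed by the test of the difference. Against minimal glycerol medium, 237 of 976 (24.3%) differed.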

Comparing these datasets with that collected from minimal glucose medium, 867 TF-promoter pairs appeared in all three conditions, with 1901, 2274, and 3495 pairs appearing only in one condition, suggesting TF-promoter responses are highly condition-specific (Fig. 6a). The upregulated TF-promoter pairs by TFKD (TF repression) have more overlaps among these three conditions than downregulated pairs (TF activation, Fig. 6a), suggesting that TF activation is more sensitive to growth conditions (e.g., affected by allosteric regulation) than TF repression. 

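Upregulation was called in all 3 media for 862 of the 8857 pairs upregulated in at least 1 medium (9.73%), and downregulation for 3 of 1133 (0.265%). Among the 94480 pairs that could be called in every medium, the shares were 16.2% and 0.787%, an odds ratio of 24.4 (two-sided Fisher's exact *p* = 5.7e-24). Pairs that share a TF or a promoter are not independent, so this *p* covers counting error only. Without the 9 TFs that have over 100 called promoters in minimal glucose medium, an alternative chosen after seeing the data, the shares were 2.60% and 0.815%, an odds ratio of 3.25 (two-sided Fisher's exact *p* = 0.0298). In opposite directions, 16 pairs were called between media. The number of downregulated calls did not exceed that of simulated unchanged pairs in any medium. It was 338 against 555 in minimal glucose medium, 348 against 813 in LB and 503 against 972 in minimal glycerol medium. Calls made by chance would rarely recur between media, so the low overlap of downregulated pairs may come partly from chance calls. From the larger overlap of upregulated pairs, the paper proposes that TF activation is more sensitive to growth conditions than TF repression.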

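All 42 TF-promoter pairs shown in Fig. 6b were found in the table. Of those quantified within the SD limit, 20 of 39 were called in minimal glucose medium, 20 of 32 in LB and 9 of 33 in minimal glycerol medium. A call was made in exactly 1 medium for 35 pairs, in 2 media for 7 and in every medium for none. The difference between minimal glucose medium and LB was tested for 28 pairs and passed for 9 adjusted over all pairs and for 12 adjusted over the list alone. Between minimal glucose and minimal glycerol medium 10 of 30 pairs differed under either adjustment. Between LB and minimal glycerol medium, 12 of 27 differed adjusted over all pairs and 17 adjusted over the list alone. The list was chosen in the study from these same measurements, so the adjustment over the list alone is not independent evidence. In at least 1 of these comparisons 20 pairs differed.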

We examined a few individual TFs with known targets (Supplementary Data 7) that have distinct regulatory responses in different conditions (Fig. 6b). For example, repression of *lacZ* promoter by CRP was not detected in minimal glucose medium due to low cAMP concentration^54^, but was observed in LB medium. Similarly, activation of the maltose transporter *malK* by MalT was observed in LB medium but not in the minimal glucose medium, because expression of *malT* requires CRP activation^55^. On the other hand, activation of *metE* by MetR was observed in minimal glucose and glycerol media but not in LB medium. This is likely caused by repression of *metE* by MetJ at high SAM concentration^56^. 

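Under *crp* knockdown in LB, the authors' mean at the *lacZ* promoter was 8.59 (authors' SD 0.0788 over 2 replicates), below the promoter median of 9.33, and the pair was called downregulated. The authors' deposited table gives log2 fold changes of −1.14 in LB, 0.09 in minimal glucose medium and −0.53 in minimal glycerol medium. In minimal glucose medium the authors' SD was 0.786, above the limit, so no call could be made there and the difference between the media was not tested. LB and minimal glycerol medium differed by −0.61 (standard error 0.227, adjusted *p* = 0.0686), which did not pass 0.01, nor did it with moderated variances (adjusted *p* = 0.0236). With each TF's median change taken off, the LB pair fell by 0.58 on the log2 scale and was not called, and the minimal glycerol pair fell by 0.76, so the difference between these 2 media changed its sign.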

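At the *malK* promoter (4246784–4247899) under *malT* knockdown, the authors' mean was 6.18 (authors' SD 0.239 over 2 replicates) in LB, against a promoter median of 8.14, and the pair was called downregulated. In minimal glucose medium the authors' mean was 6.54 (authors' SD 0.686 over 3 replicates) with a promoter median of 6.57, and in minimal glycerol medium 8.51 (authors' SD 0.116 over 2 replicates) with a median of 8.43. The log2 change in minimal glucose medium exceeded that in LB by 3.34 (standard error 0.739, adjusted *p* = 0.000228). The change in LB minus that in minimal glycerol medium was −3.07 (standard error 0.380, adjusted *p* = 5.24e-14). Both glucose and glycerol lacked a detectable change, and the difference between them was 0.27 (adjusted *p* = 0.941).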

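The *metE* gene lies next to *metR* (4011863–4012816). Under *metR* knockdown, the authors' mean at *metE* was 8.13 (authors' SD 0.204 over 3 replicates) in minimal glucose medium and 9.21 (authors' SD 0.393 over 2 replicates) in minimal glycerol medium, against promoter medians of 9.91 and 10.4, and both were called downregulated. In LB it was 7.00 (authors' SD 0.400 over 2 replicates) with a promoter median of 6.97. Under *metJ* knockdown in LB it was 11.4, from 1 replicate, so no call could be made, and upregulation was called there for *adiY*, *argR*, *flhD*, *glcC* and *ulaR* among the TFs named in Fig. 4b. The authors' deposited table gives log2 fold changes of −2.67, 0.16 and −1.90 in minimal glucose medium, LB and minimal glycerol medium. The change in minimal glucose medium minus that in LB was −2.82 (standard error 0.483, adjusted *p* = 3.11e-07). Between LB and minimal glycerol medium the difference was 2.06 (standard error 0.634, adjusted *p* = 0.0159), which did not pass 0.01, while with moderated variances the adjusted *p* was 0.000586 and passed. Minimal glucose and minimal glycerol medium differed by −0.77 (adjusted *p* = 0.529).

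**Figure D2:**
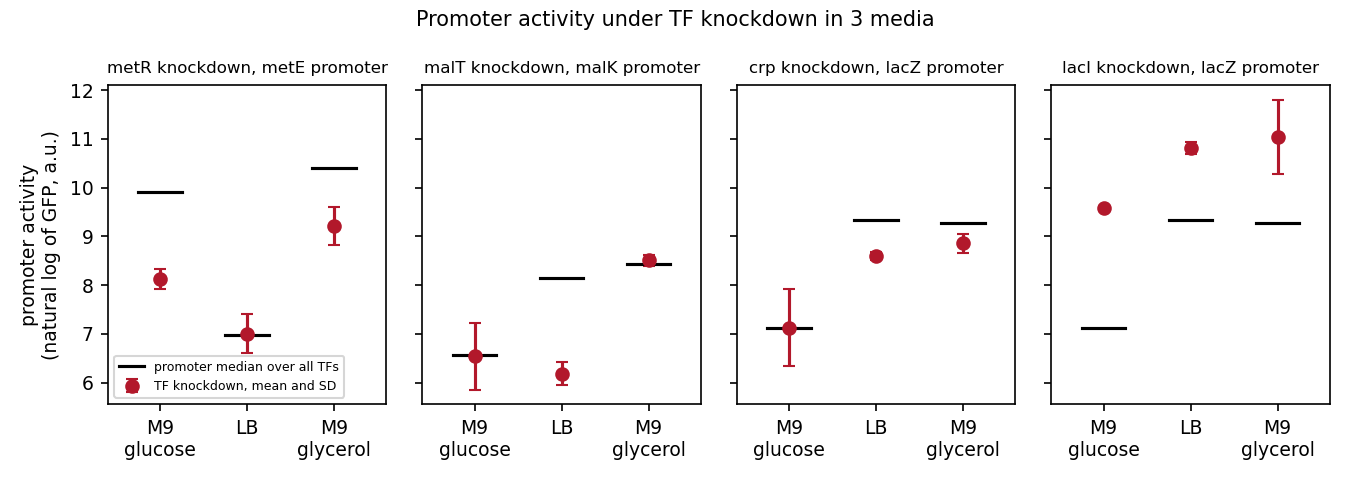
Promoter activity under TF knockdown in the 3 growth media, as the natural log of GFP fluorescence (arbitrary units), for 4 pairs of a TF and a promoter. Points are the authors' means and error bars their SD over 2 or 3 replicates (too small to see where hidden by the point), and the black line is the median of the promoter over all TFs. The *metE* promoter under *metR* knockdown lies below its median in minimal glucose and minimal glycerol medium and at its median in LB. The SDs of *crp* in minimal glucose medium (0.786) and of *lacI* in minimal glycerol medium (0.769) are above the limit of 0.7.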

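Over all pairs quantified in both media, 4641 of 100847 (4.60%) differed between minimal glucose medium and LB. Of these, 1180 had the higher log2 change in minimal glucose medium and 3461 in LB. Between minimal glucose and minimal glycerol medium 3567 of 136212 pairs (2.62%) differed, and between LB and minimal glycerol medium 6705 of 98246 (6.82%). In simulations without any change, the same test was passed by 3.50%, 3.63% and 4.87% of pairs for the 3 comparisons. Moderating the variances over all pairs with limma changed the counts to 3287 (3.26%), 2361 (1.73%) and 4253 (4.33%), and that test was passed by 3.12%, 3.09% and 3.15% of the simulated pairs. Of the pairs called in 1 medium of a comparison only, 48.8% differed between minimal glucose medium and LB, 31.4% between minimal glucose and minimal glycerol medium, and 59.2% between LB and minimal glycerol medium. Of the pairs called in both media of a comparison, the shares were 56.7%, 19.3% and 63.5%.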

Our data show that many regulatory responses are condition-dependent (Fig. 6b) and highlight that growth condition needs to be specified when describing the regulatory network.

**Fig. 6:**
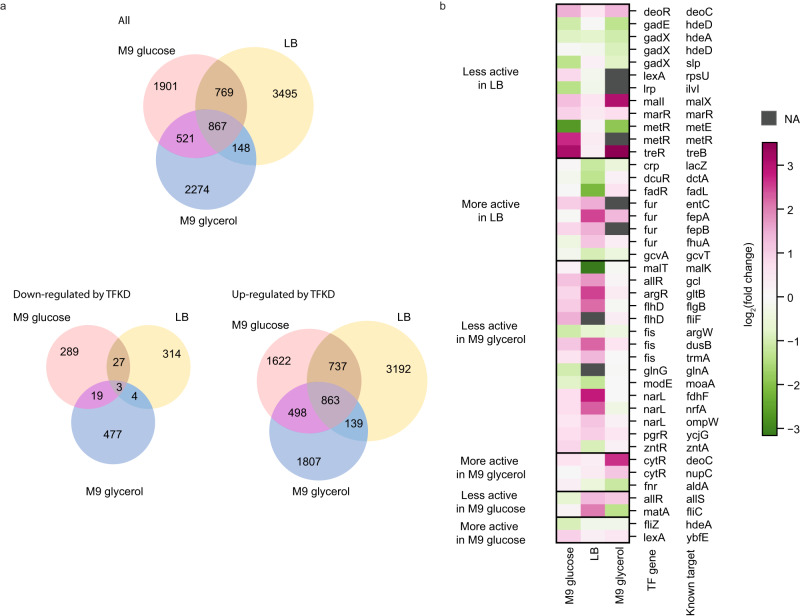
Condition-specific promoter responses to TFKD. **a** Comparison of TF perturbation-response results from PPTP-seq at different growth conditions. **b** Known TF-promoter interactions from RegulonDB showed different regulation under different growth media. Source data are provided as a Source Data file.

## Discussion

In summary, PPTP-seq is a powerful high-throughput method for measuring genome-wide promoter responses to TF perturbations in living cells. This method allows us to interrogate the regulatory functions of 181 *E. coli* TFs in a single assay. RNA-seq is currently the most common technique to study genome-wide TF regulation of living cells. To date, RNA-seq profiles of only 33 *E. coli* TFs were directly assessed^5,8,9^, while PPTP-seq increased this number substantially. Further, ChIP-seq was specifically developed for identifying genome-wide TF binding sites in living cells. So far, only 12 *E. coli* TFs have been reported from 28 ChIP-seq databases, while PPTP-seq reports 15-fold more TFs in a single study. Meanwhile, PPTP-seq involves perturbation of TF expression level, similar to methods that perturb TF-promoter binding affinity via mutating CREs^14–16^ and methods that perturb TF activity^57^. PPTP-seq identified many regulatory responses that are condition-specific (Fig. 6) and not seen from previous binding assays (e.g., DAP-seq, ChIP-seq, ChiP-exo, gSELEX, Fig. 5, and Supplementary Data 6). Each method has its own advantages and limitations. Complementary use of these methods would help to obtain an unbiased understanding of TF regulation.

Results from this work have also revealed multiple regulatory responses. We identified PgrR and ComR as autoregulated TFs and found that TF autoregulation is condition-dependent. We also discovered complex transcriptional control of OCM, especially the additional roles of MetR in regulating the folate cycle and folate biosynthesis. Although thousands of TF binding sites were identified in *E. coli*, only a small fraction of such interactions cause promoter activity change when perturbing TF expression level. Furthermore, for promoters with multiple TF binding sites, TFs with higher binding affinities are more likely to affect promoter activity than those with lower affinities.

Many regulatory responses identified by PPTP-seq may involve indirect regulatory mechanisms without a binding site identified from the previous datasets. Indirect mechanisms can arise from diverse cellular processes, including regulatory cascade, metabolic state changes, protein-protein interactions, and cell-cycle perturbation^57–60^. Although distinguishing direct versus indirect responses is important in understanding network dynamics^61,62^ and engineering biosensors^63^, our datasets provide genome-wide regulatory phenotypes under different growth conditions and will be useful for a wide range of biotechnology applications, such as engineering dynamic regulation for bio-production^64–66^ and identifying new targets for drug development^67,68^.

Limitations of PPTP-seq include false positives caused by CRISPRi polarity in bacteria^28,29^, where CRISPRi represses genes located in the same operons of a targeting TF. False positives may also result from CRISPRi off-target^69^. Treating CRISPRi polarity and off-target as two independent factors, we expected the false positive rate of PPTP-seq to be lower than 17.8% (Supplementary Note 5). Besides, CRISPRi did not work well for weakly expressed TF genes, leading to false negatives due to insufficient TF repression. Furthermore, PPTP-seq measures expression fold-change from low-copy plasmids that may be smaller than fold-change from single-copy chromosomal promoters. Additionally, some promoters in the library may lack a DNA looping mechanism (e.g., *lacZ*) due to the truncation of additional operator sites located outside the promoter region^70^.

PPTP-seq can be applied to other bacterial species because it does not require functional annotations about TF activities and binding motifs. Although this study focused on TFs, PPTP-seq can be modified to explore genome-wide promoter response to other genetic perturbations, such as perturbations of enzymes and transporters, to dissect metabolism-related regulatory networks (Supplementary Fig. 13a). Simultaneous perturbations of multiple TFs using sgRNA arrays^71^ could also be integrated to quantify combinatorial regulatory effects (Supplementary Fig. 13b). Besides genome-scale mapping, PPTP-seq can also explore the regulatory mechanism of complex promoters at a base-pair resolution by perturbing both the binding sites and the expression levels of TFs on these promoters (Supplementary Fig. 13c). We anticipate that PPTP-seq will be a powerful tool for deciphering bacterial regulatory genomes.

## Methods

### Strains, growth media, and DNA libraries

PPTP-seq experiments were performed in *E. coli* strain FR-E01 (Addgene # 118727), a derivative of *E. coli* MG1655 with an aTc-inducible dCas9 expression cassette integrated at the *attB* site of its genome^72^. NEB 10-β competent *E. coli* (New England Biolabs) was used for cloning. Promoter activities were measured in M9 minimal glucose (0.4%) medium (supplemented 1 mM thiamine and 25 ng/μL kanamycin), M9 minimal glycerol (0.5%) medium (supplemented 1 mM thiamine and 25 ng/μL kanamycin), or LB medium (supplemented 25 ng/μL kanamycin). All primer sequences are listed in Supplementary Data 8.

An *E. coli* promoter collection originally constructed by the Alon lab^21^ was obtained from Horizon Discovery Ltd. (# PEC3877). All strains in this collection, except for those containing control vectors (pUA139 and pUA66), were grown overnight in LB medium in 96-well deep-well plates. A library was generated by mixing 300 μL of overnight cell cultures from each well using an Eppendorf ep*Motion*® 96 Pipettor. Pooled plasmids of this collection were extracted from the mixture using a Maxiprep kit (QIAGEN). We noted that “promoter regions” in Alon’s collection were defined as entire intergenic regions flanked by about 50–150 bp into the adjacent coding regions^21^; however, many of these “intergenic regions” are located in the middle of an operon and do not contain promoter sequences. These non-promoter regions were excluded from the data analysis.

From the existing TF-gene network (RegulonDB v 10.0), 181 TFs (including heteromultimeric TFs) were identified in *E. coli* that have at least one known target supported by binding of purified proteins or site mutation. Among them, 169 TFs function as monomers or homo-oligomers (encoded by single genes), and 12 TFs function as hetero-dimers or hetero-oligomers (encoded by more than one gene). The 181 TFs are encoded by 183 unique genes; thus, a sgRNA library targeting 183 different TF genes was designed. (Supplementary Data 9). Based on previous CRISPRi screening results for *E. coli*^73^, a customized Python script was used to select one sgRNA for each TF gene. Five sgRNAs containing random sequences without off-target candidates in the genome were included as negative controls (Supplementary Data 9). Thus, a total of 188 sgRNA sequences were designed. For each sgRNA, a pair of phosphorylated oligonucleotides were synthesized by IDT and annealed individually. All the oligonucleotide sequences designed for sgRNA cloning are listed in Supplementary Data 9.

### Construction of the pooled combinatorial library

To facilitate the construction of the combinatorial library, we first created the plasmid pYH156, which contains a *gfpmut2* gene under the control of the *lacZ* promoter and a constitutively expressed sgRNA targeting the coding sequence of genomic *lacI* gene using DNA from previously described plasmids^21,74,75^. A self-cleaving ribozyme sequence (RiboJ) was inserted upstream of *gfpmut2* to prevent the untranslated region of different promoters from affecting the mRNA structure. A *mCherry* gene was inserted downstream of the *kanR* gene in the same operon as a control for extrinsic noise. All these genes were cloned on a pSC101 vector backbone (Supplementary Note 6).

The combinatorial library was constructed in two steps. In all cloning steps, Q5 hot-start high-fidelity DNA polymerase (New England Biolabs #M0493L) was used for PCR amplification. The backbone of the plasmid pYH156 was amplified using primers prYH068 and prYH069. In the first step, the vector backbone was first ligated with the sgRNA library by Golden Gate assembly in 96-well PCR plates. The ligation products were pooled and transformed into NEB 10-β competent cells. After growing overnight, more than 10^5^ colonies were scraped from LB agar dishes, followed by plasmid extraction using a Miniprep kit (iNtRON biotechnology), resulting in a plasmid library that we named pYH156_sgRNA_lib. The quality of the sgRNA plasmid library was verified by high-throughput sequencing. All 188 sgRNAs were observed in the library.

In the second step, all promoter sequences were amplified from the pooled plasmids of the *E. coli* promoter collection^21^ using primers prYH070 and prYH071, and the vector backbone containing the sgRNA library was amplified from pYH156_sgRNA_lib using primers prYH072 and prYH073. These two PCR products were gel-purified and then ligated by Golden Gate assembly. The ligation products were purified using a DNA Clean & Concentrator kit (Zymo Research), and ~3.6 μg of purified ligation products were electroporated into 200 μL of fresh NEB 10-β competent cells using four electroporation cuvettes. The cells were plated on large LB agar plates (245 × 245 mm), resulting in about 8.2 × 10^7^ individual clones. Transformants were scraped from the large agar plates, and the resulting combinatorial library plasmids (pYH160, Supplementary Data 10) were extracted using a maxiprep kit. Purified pYH160 plasmids (1 μg) were further electroporated into *E. coli* strain FR-E01, yielding >10^8^ transformants. Transformed cells were resuspended in LB medium and then were used to prepare 2 mL glycerol stocks.

### Sorting the combinatorial library

Sorting experiments were performed in triplicate using cultures prepared in different weeks. For each replicate, 100 μL of the combinatorial library glycerol stock was thawed and inoculated in 250 mL of LB medium. When an OD_600_ of 0.5 was reached, 1 mL of cells was diluted into 25 mL of a target medium (either M9 glucose, M9 glycerol, or LB medium). After a few hours of adaptation, 500 μL of the cultures were added to 50 mL of the target medium containing 1 μM aTc as inducer. The induced cells were grown at 37 °C until OD_600_ reached 0.1–0.2. At this point, the cell cultures were supplemented with 250 μg/mL chloramphenicol to halt protein production and were kept on ice until sorting.

Cell sorting was performed on either FACSAria II (for cells grown in the M9 glucose) or FACSMelody (for cells grown in LB and M9 glycerol media) cell sorters (BD Biosciences). To control extrinsic protein production noise, events were gated around the mean fluorescence of mCherry, which is constitutively expressed on the reporter plasmid. Cells were sorted into 16 equally sized contiguous bins according to their GFP fluorescence intensity on a log scale^23,76^ using a four-way purity sorting mode. The number of bins was chosen by considering both sorting time (5–10 h) and expression level difference between adjacent bins (less than 1.7-fold change). Both previous sort-seq experiments^17,22,76,77^ and simulations^23^ have shown that the use of 16 bins in our case allows reliable quantification of mean gene expression level. For each replicate, the flow rate during cell sorting was kept constant, and each bin was sorted for the same amount of time so that the number of cells collected in each bin was proportional to the phenotypic density in the population^77^. The numbers of cells sorted in each bin for each replicate were recorded for normalization in data analysis.

### Sample preparation for NGS

In each bin, sorted cells were added to an equal volume of LB medium with 50 ng/μL kanamycin and were grown overnight. Plasmids were extracted from 3 mL of overnight cell cultures using miniprep kits. From each bin, 50 ng of purified plasmids were amplified using the KAPA HiFi PCR Kit (Kapa Biosystems) for 20 cycles, using primers prYH071 and prYH087. The PCR products were purified using DNA Clean & Concentrator kits (Zymo Research) and then ligated to Illumina sequencing adapters via Golden Gate assembly. The adapter-labeled products were gel-purified to select DNA sizes between 400 bp and 1.5 kb. To enrich ligated products, gel-purified DNA products were subjected to another round of PCR using primers prYH128 and prYH129 for 8 cycles. Amplified adapter-labeled samples from each bin were then mixed in ratios that ensured that the number of reads was proportional to the number of cells sorted in each bin. The pooled sample was sequenced using partial lanes on a NovoSeq S4 XP Platform (2 × 150) at the Genome Technology Access Center of the McDonnell Genome Institute.

### NGS data processing

Paired-end reads were separately aligned to the pre-defined sgRNA library and the complete genome of *E. coli* MG1655 (U00096.3) using Bowtie2 v2.3.5^78^. For each promoter-end read, the genomic coordinates from the alignment were used to find the closest downstream operon and the closest downstream gene in the genome using BEDTools v2.29.2^79^. Some non-promoter sequences whose end cannot be mapped to the first 200 bp of the coding sequence of the first gene in the operon were excluded for subsequent analysis. The remaining promoters are listed in Supplementary Data 2.

For each variant $$i$$, its read counts $${r}_{{ij}}$$ in each bin $$j$$ were multiplied by $${C}_{j}/{R}_{j}$$ to estimate its cell counts $${c}_{{ij}}$$ sorted to bin $$j$$, where $${C}_{j}$$ and $${R}_{j}$$ are the number of cells collected in bin $$j$$ and the number of reads sequenced with barcode associated with bin $$j$$ respectively. This normalization step allows comparisons between bins after post-sort growth, plasmid extraction, and NGS preparation by assuming the ratio of each variant in a bin does not change significantly. The fraction of cells of variant $$i$$ being sorted into bin $$j$$ is $${f}_{{ij}}={c}_{{ij}}/{\sum }_{j}^{16}{c}_{{ij}}$$. Due to the technical noise in sorting, a noise reduction method was applied by calculating adjusted cell fraction $${f}_{{ij}}^{{{{{{\rm{adj}}}}}}}=({f}_{{ij}}-\varepsilon )/{\sum }_{j}^{16}({f}_{{ij}}-\varepsilon )$$, where $$\varepsilon=0.05$$ is a hyperparameter representing the noise background. To avoid negative values, the probability of a cell of variant $$i$$ truly coming from bin $$j$$ before sorting was estimated as $${p}_{{ij}}=\max (0,{f}_{{ij}}^{{{{{{\rm{adj}}}}}}})/{\sum }_{j}^{16}\max (0,{f}_{{ij}}^{{{{{{\rm{adj}}}}}}})$$. It was assumed that the fluorescence distribution for each variant approximates a log-normal distribution^80–82^ (Supplementary Figs. 1a and  2).

Parameter estimation was performed following previously described methods with minor modifications^22,23^. To find parameters $${\mu }_{i}$$ and $${\sigma }_{i}$$ for the log-normal distribution of each variant $$i$$, we used the Nelder-Mead method (Scipy package) to maximize the log-likelihood function:

1 $$\log L\left({\mu }_{i},{\sigma }_{i},|,{p}_{{ij}}\right)=\mathop{\sum }\limits_{j=1}^{16}{p}_{{ij}}\log ({F}_{{\mu }_{i},{\sigma }_{i}}\left({B}_{j}\right)-{F}_{{\mu }_{i},{\sigma }_{i}}({B}_{j-1})),$$

where $${F}_{{\mu }_{i},{\sigma }_{i}}$$ is the cumulative distribution function of a normal distribution with mean $${\mu }_{i}$$ and standard deviation $${\sigma }_{i}$$, and $${B}_{j}$$ and $${B}_{j-1}$$ are the upper and lower boundaries at log scale of the bin $$j$$. Since we did not set the lower boundary for the first bin and the upper boundary for the last bin, $${F}_{{\mu }_{i},{\sigma }_{i}}\left({B}_{0}\right)=0$$ and $${F}_{{\mu }_{i},{\sigma }_{i}}\left({B}_{16}\right)=1$$. The mean GFP intensity of variant $$i$$ is then $${\overline{{GFP}}}_{i}=\exp ({\mu }_{i}+{{\sigma }_{i}}^{2}/2)$$.

Kullback-Leibler (KL) divergence between the inferred distribution and $${p}_{{ij}}$$ was calculated to evaluate the goodness of fitting for each variant $$i$$:

2 $$K\left({p}_{{ij}},{\mu }_{i},{\sigma }_{i}\right)=\mathop{\sum }\limits_{j=1}^{16}{p}_{{ij}}\log \left({p}_{{ij}}\right)-\log L\left(\hat{{\mu }_{i}},\hat{{\sigma }_{i}},|,{p}_{{ij}}\right).$$

To control the fitting quality, fitted parameters of variants with any of the following features were set as “not available (NA)” for subsequent analysis: (1) variants with mean GFP intensity not within our detection limits (10^1.5^ to 10^5^ for the M9 glucose growth condition and 10^1.5^ to 10^5.5^ for the LB and M9 glycerol growth conditions); (2) variants with estimated cell counts $${\sum }_{j}{c}_{{ij}}$$ less than 1 (Supplementary Fig. 14a); (3) variants with the KL divergence greater than 1 (Supplementary Fig. 14b); (4) variants with all cells in a single gate. These filters improved consistency among replicates (Supplementary Fig. 14c).

Data in each replicate was processed using the above procedures independently. To reduce the systematic differences between replicates, we applied linear transformation to mean GFP intensity measured from replicate #1 and replicate #2 using scale of replicate #3. The mean $${M}_{i}$$ and standard deviation $${S}_{i}$$ of rescaled $$\log ({\overline{{GFP}}}_{i})$$ of variant $$i$$ between replicates were calculated. For negative control variants, their mean $${M}_{i0}$$ and standard deviation $${S}_{i0}$$ of rescaled $$\log ({\overline{{GFP}}}_{i0})$$ were obtained by treating negative control sgRNAs (NC_35, NC_82, NC_84, and NC_89) in replicates as independent samples. Data from sgRNA NC_31 is inconsistent with data from the other four negative control sgRNAs, therefore, NC_31 was excluded from data analysis. For each promoter, outliers in negative control samples were excluded using the interquartile range (IQR) method. Variants with $${S}_{i}$$ greater than 0.7 were also excluded to ensure the data consistency.

### Differential expression analysis

We adopted a method of mean comparison for log-normal distribution^83^ to determine whether the perturbed activity of a promoter by TFKD for variant $$i$$ was significantly different from the activity of the promoter measured by negative control samples $$i0$$. Z tests were performed using the Z score calculated by

3 $${Z}_{i}=\frac{{M}_{i}-{M}_{i0}+\left(1/2\right)\left({S}_{i}^{2}-{S}_{i0}^{2}\right)}{\sqrt{\frac{{S}_{i}^{2}}{{n}_{i}}+\frac{{S}_{i0}^{2}}{{n}_{i0}}+\left(1/2\right)\left(\frac{{S}_{i}^{4}}{{n}_{i}-1}+\frac{{S}_{i0}^{4}}{{n}_{i0}-1}\right)}},$$

where $${n}_{i}$$ and $${n}_{i0}$$ are the number of qualified samples of TFKD variant $$i$$ and its corresponding negative control $$i0$$ with the same promoter. To control the false discovery rate (FDR), *q* values were calculated based on the *P-*value from the Z tests^84^. Given that promoter activity in the negative control is not consistent with the median promoter activity for a small number of promoters, fold changes relative to both negative control activity and median promoter activity need to be larger than 1.7 to call them substantial effects. Analyzed differential expressions can be found in Gene Expression Omnibus (GEO) with access number GSE213624. Functional annotation and enrichment analysis were performed using the DAVID web server^85^.

### Reverse transcription-qPCR

Triplicate colonies were grown overnight in LB. Cultures were then diluted by 200-fold into 5 mL M9 glucose medium and grown for 1 h. Cells were then induced with 1 μM aTc and grown for an additional 2 h. Cultures were then diluted 900-fold in M9 glucose containing 1 μM aTc and grown to OD_600_ of 0.1, followed by RNA extraction using 2 mL culture (Zymo Research Quick-RNA kit). All the RNA samples were then treated with DNAse (Zymo Research) and reverse transcribed to cDNA with RevertAid First Strand cDNA Synthesis Kit (Thermo). The cDNA samples were then subjected to qPCR using the PowerTrack SYBR Green Master Mix (Thermo) and a Quantstudio 3 instrument (Applied Biosystems). The constitutive gene *dnaK* was used as an internal control, and fold change for each gene was calculated using the 2^−ΔΔCT^ method^86^.

### Kinetic assays for a subset of individual variants

We individually constructed a subset of the combinatorial library consisting of five promoters (P_*fadE*_, P_*glyA*_, P_*lacZ*_, P_*marR*_, and P_*metA*_) and ten sgRNAs targeting nine TF genes (*acrR*, *arcA*, *crp*, *fadR*, *lacI*, *marA*, *marR*, *metJ*, and *purR*) and a negative control (NC_84). These plasmids (Supplementary Data 10) were confirmed by Sanger Sequencing and were individually transformed into *E. coli* strain FR-E01. Single colonies were inoculated into 0.5 mL of LB medium with 25 ng/μL kanamycin in a 96-well deep-well plate and grown overnight. The overnight cultures were diluted 1:255 into 150 μL of M9 glucose medium in a 96-well plate. After 3 h, the cultures were diluted 1:900 into 150 μL of M9 glucose medium with 1 μM aTc, and then incubated in an Infinite 200 Pro plate reader (Tecan) at 220 r.p.m. and 37 °C. OD_600_ and GFP fluorescence were measured every 10 min over 10 h. Customized MATLAB scripts were used for data processing, including the background correction and OD_600_ normalization. GFP/OD_600_ values for each strain remained nearly constant when OD_600_ (converted to the equivalent value for 1-cm pathlength measurements) was between 0.08 and 0.32. The steady-state GFP expression levels were calculated by averaging GFP/OD_600_ values from the two closest measurements above and below OD_600_ = 0.2 for all strains.

### Promoter activity measurements in TF-tunable strains

Reporter plasmids containing selected promoters for validation were obtained from the promoter library^21^, then transformed into TF-tunable strains from the Brewster lab^34^ (Supplementary Data 11). We noticed that the expression level of MetR-mCherry was as low as our detection limit and could not be induced by aTc in the MetR-tunable strain. Due to this loss of tunability, reporter plasmids in the MetR-tunable strain were also transformed into a control strain with the wild-type MetR expression level for comparison. Promoter activities were measured using the method described in the “Kinetic assays for individual variants” section with the following modifications. First, to investigate condition-specific perturbation effects, some strains were grown in M9 media with different carbon sources or metal ions. The PdhR-tunable strain harboring the reporter plasmid for the *fadE* promoter was grown in M9 minimal media supplemented with one of the following carbon sources: 0.4% glucose, 0.2% succinate, 4 mM oleate, or 0.5% glycerol plus 4 mM oleate. Strains harboring the *arnB* promoter reporter plasmid were tested in M9 glucose media with either 0.4 mM FeSO_4_ or 0.2 mM Fe_2_(SO_4_)_3_. Second, to generate different TF expression levels, the aTc inducer was added in concentrations of 0, 2, and 20 nM. Third, for cell cultures that contained FeSO_4_ or Fe_2_(SO_4_)_3_, steady-state periods were identified by examining the GFP/OD_600_ and OD_600_ data because OD_600_ measurements were affected by FeSO_4_ or Fe_2_(SO_4_)_3_, especially when OD_600_ was low.

### Analysis of TF binding sites from DAP-seq

All the BED files for TF binding peaks in *E. coli* identified from DAP-seq^42^ were screened, merged, and mapped to *E. coli* promoters investigated in this study using BEDTools v2.29.2^79^. All binding sites associated with TF-promoter pairs missing in our PPTP-seq dataset were excluded from subsequent analysis. TSS information was obtained from RegulonDB v 10.0^1^. TF concentration was estimated from the ribosome-profiling results^87^.

The center position of each TF binding site relative to the TSS was calculated as the relative position to TSS. For promoter regions with multiple TSSs, only the TSS closest to the start codon of the downstream gene was analyzed. The binding strength between a TF and its binding site is defined by fold enrichment over the background in DAP-seq experiments. If a promoter had multiple binding sites for a TF, only the binding site with the highest binding affinity was analyzed. The relative binding strength per TF was calculated as the fold enrichment for the TF over the background, divided by the maximum fold enrichment for the TF. The relative local binding strength was calculated as the fold enrichment for a TF bound on a promoter over the background, divided by the maximum fold enrichment for all TFs bound on the promoter.

### Statistics and reproducibility

No statistical methods were used to predetermine the sample size. PPTP-seq experiments were performed in three biological replicates for M9 glucose condition and two biological replicates for M9 glycerol and LB conditions to assess the reproducibility of these measurements. The means and standard deviations between replicates were calculated and used in statistical analysis. Sequencing reads for cells sorted into bin #1 after growth in M9 glycerol medium were excluded from data analysis due to potentially unwanted mutations. Data exclusion after log-normal distribution fitting is described in “Methods: NGS data processing”.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

Dataset 7

Dataset 8

Dataset 9

Dataset 10

Dataset 11

Description of Additional Supplementary Files

Peer Review File

### Source data

Source Data

## Data Availability

The PPTP-seq generated in this study has been deposited in the GEO database under accession code GSE213624. The plate reader and RT-qPCR data generated in this study are provided in the Source Data file. The processed data of RNA-seq^30^ and EcoMAC microarray^32^ used in this study are available at GitHub [https://github.com/CovertLab/wcEcoli/tree/master/reconstruction/ecoli/flat]. The DAP-seq data are available in the Supplementary Data 1 file in ref. ^42^ [10.1038/s41592-021-01312-2]. The other TF binding datasets used in this study are available at RegulonDB high-throughput collection [https://regulondb-datasets.ccg.unam.mx/ht/tfbinding/#/]. Source data are provided with this paper.

# Supplementary material for: Genome-wide promoter responses to CRISPR perturbations of regulators reveal regulatory networks in Escherichia coli
**Source:** Nat Commun. 2023 Sep 16;14:5757. doi: 10.1038/s41467-023-41572-4
**Supplement:** Supplementary file 14 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Data Files**

File Name: Supplementary Data 1.

Description: TF library.

File Name: Supplementary Data 2.

Description: Promoters analyzed in the study.

File Name: Supplementary Data 3.

Description: Statistics in PPTP-seq.

File Name: Supplementary Data 4.

Description: KEGG and GO enrichment analysis. DAVID server was used to perform KEGG and GO enrichment analysis. Raw p values are calculated by one-sided Fisher's Exact test. Benjamini and Hochberg (2000) method is used to adjust p values.

File Name: Supplementary Data 5.

Description: TF perturbation-response network.

File Name: Supplementary Data 6.

Description: Response with binding evidence.

File Name: Supplementary Data 7.

Description: Regulatory responses for known regulatory interactions.

File Name: Supplementary Data 8.

Description: Primers. Index sequences used in NGS are highlighted in red.

File Name: Supplementary Data 9.

Description: sgRNA guide sequences.

File Name: Supplementary Data 10.

Description: Plasmids.

File Name: Supplementary Data 11.

Description: *E. coli* strains.

How the deposited data were processed for this re-analysis (not part of the article)

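Promoter activity was measured by PPTP-seq in *E. coli* FR-E01 carrying a library of sgRNAs against TF genes combined with promoter-GFP reporters, in minimal glucose medium (3 replicates), LB (2 replicates) and minimal glycerol medium (2 replicates). Each replicate was sorted into 16 bins by GFP fluorescence, which made 112 sequenced libraries in all. The labels of the libraries from minimal glucose medium name the medium only as M9, and they were taken as glucose because the other libraries name LB or glycerol and because the paper gives 3 replicates for glucose.

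The authors aligned the reads to the sgRNA library and to the MG1655 genome with Bowtie2 2.3.5 and assigned promoters to operons with BEDTools 2.29.2. They scaled the reads of each bin to the cells collected in it, took off a noise background of 0.05, fitted a log-normal distribution to each pair and removed pairs outside their quality limits. They excluded the reads of bin 1 in minimal glycerol medium. The authors then rescaled the replicates linearly to one replicate and deposited the mean over replicates as the natural log of GFP fluorescence in arbitrary units, with the SD between replicates on the same scale and the number of qualified replicates. The deposited log2 fold change is the mean under TFKD minus the mean of the negative control sgRNAs of the same promoter, as the authors computed it. The deposited −log10 q-value comes from the authors' Z test for log-normal means, set to at most 10 by the authors. The table holds no values of single replicates, no counts per pair and no SD of the negative control, so leaving out a replicate, the correlation between replicates and a test from replicate values could not be run. SDs and numbers of replicates printed with the authors' means are the deposited ones. Reads and cells per replicate are those of the paper's Supplementary Data 3, and the depth behind a single pair is unknown.

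Calls were made from the deposited values with the thresholds of the paper's methods. A pair had to have a q-value under 0.01, an SD of at most 0.7 and a fold change over 1.7 relative to both the negative control and the median of the promoter over all TFKD values in that medium. The medians, calls, counts and tests between media were computed here, and the q-values were not recomputed for the main calls. TFs with over 100 called promoters in a medium were counted as TFs that affect many promoters. Promoters were linked to the TF genes of their operon through the paper's Supplementary Data 1 and 2 and through names and synonyms of assembly ASM584v2. Gene coordinates are those of that assembly, which the paper's alignment used. The table reports reporter activity and no transcript of the targeted TF, so the knockdown of the TF gene itself is not measured in it.

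The error of the negative control of each promoter was recovered from the deposited q-values. These were turned back into *p* values with the largest deposited q-value of the medium (0.725, 0.697 and 0.710 in minimal glucose medium, LB and minimal glycerol medium), which acts as the estimated share of unchanged pairs. The Z scores were matched by the denominator of the paper's equation 3 with the difference of means alone in the numerator, and the control error was estimated for 1281, 1259 and 1285 promoters with at least 10 q-values below the cap. Differences between media were tested with a two-sided Z test on the difference of the log2 fold changes, Benjamini-Hochberg adjusted over the pairs quantified in both media, with a threshold of 0.01. Because the authors rescaled and deposited each medium separately, activity levels were not tested across media. As a check on small numbers of replicates, variances of a pair and its control were pooled and moderated over all pairs with squeezeVar of limma 3.58.1, with 12, 8 and 8 control values assumed in the 3 media from the 4 control sgRNAs and the replicates. A first version that moderated the variance of the pair alone recovered none of the simulated changes and was replaced before it was run on the measured values.

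Each step was tested on simulated data with the replicate numbers and control errors of the measured pairs. The variance of a simulated pair was not its measured one. It was drawn at random from a distribution fitted to the variances of all pairs with a q-value, those with an SD above 0.7 included. In each medium, 200 pairs with an SD up to 0.7 were changed by known amounts, all of more than 2-fold. The calls recovered 182 in minimal glucose medium, 172 in LB and 180 in minimal glycerol medium, and the moderated test recovered 177, 162 and 169. Changes near the threshold of 1.7-fold were not simulated, so their recovery is unknown. Among unchanged pairs, the calls named 1054 of 171149 in minimal glucose medium, 1578 of 115227 in LB and 1997 of 156349 in minimal glycerol medium. The simulated downregulated calls, 555, 813 and 972, exceed those measured, 338, 348 and 503, so the simulation overstates the noise of the measured pairs, and it leaves open that the downregulated calls are as many as chance gives. The test of the difference recovered 239 of 286 changed pairs between minimal glucose medium and LB, 257 of 314 between minimal glucose and minimal glycerol medium and 237 of 288 between LB and minimal glycerol medium. Among unchanged pairs it named 3.50%, 3.63% and 4.87%. The control error was recovered with a median error of at most 0.00340%. The simulated q-values were made with the same formula that was turned back, so a small error was largely fixed in advance.

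Sets of promoters for enrichment were defined by gene-name prefixes (*flg flh fli mot che*; *gal mal lac xyl ara*; *fec fep fhu ent feo*; *cys*; *rpl rps rpm*) and tested with two-sided Fisher's exact tests against all other promoters with a value. The *fim* prefix matched no promoter used here. Numbers of called promoters were compared between groups of TFs with two-sided permutation tests of the medians with 100000 resamples, and guide bases were tested with 10000 permutations of the guides over 80 combinations of position and base. TFs entered these tests with at least 500 quantified promoters.

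The thresholds, tests, gene sets, promoter list of one-carbon metabolism and alternatives were written before the data were examined, apart from alternatives added later. These were equation 3 as printed, the promoter median over values with an SD up to 0.7, taking off each TF's median change, the share of pairs with an SD up to 0.7, and leaving out the TFs with over 100 called promoters for the numbers of TFs per promoter and for the overlap of upregulated and downregulated pairs between media. The alternatives were a fold change of 2, a fold change relative to the negative control only, a q-value under 0.05, a Benjamini-Hochberg *p* under 0.01, the moderated test, only pairs with a value in every replicate, an SD up to 0.35, and counts without the TFs that have over 100 called promoters. The pairs named were chosen by rule. They are the pairs that the paper's main text names, those labelled in Fig. 2a, Fig. 3b, Fig. 4 and Fig. 6b, those of the plate-reader comparison, and in each medium the 2 called pairs with the largest increase and the 2 with the largest decrease among pairs with a value in every replicate. The 5 TFs with the most called promoters in each medium were also named. Other pairs and TFs named in the text, such as the neighbouring pairs and the other TFs with over 100 called promoters, were chosen after their values were seen.

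COG, KEGG and GO classes, the TF binding datasets, the plate-reader, RT-qPCR and tunable TF library measurements and the reads were not used here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, figures matplotlib 3.10.9, and moderation R 4.3.3.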

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

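All tests of explanations in this part were chosen only after the results were seen.

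The log2 change of a pair under the same knockdown differed between media, by a Z test of the difference itself, in 4641 pairs between minimal glucose medium and LB, in 3567 between minimal glucose and minimal glycerol medium and in 6705 between LB and minimal glycerol medium. Chance spread of 2 or 3 replicates was tested by simulating unchanged pairs. It gave 3.50% against the 4.60% observed for the first comparison and 4.87% against 6.82% for the third. With moderated variances the third kept an excess, 3.15% simulated against 4.33% observed, but the first had nearly none, 3.12% against 3.26%, so its number alone is close to what chance gives. The direction is what argues against chance as the whole cause there: 25.4% of the pairs that differ had the higher change in minimal glucose medium (22.1% with moderated variances), while 6 simulated comparisons lay within 1.32 percentage points of 50%. For the third comparison 66.2% were higher in LB. Chance could still account for much of both counts. For minimal glucose against minimal glycerol medium the simulation gave 3.63% against 2.62% observed, and 3.09% against 1.73% with moderated variances, so that chance could give as many. Of these pairs 48.8% were higher in minimal glucose medium, as chance gives. With moderated variances it was 42.8%, and there chance and a shared shift cannot be told apart, since the number does not exceed chance and the direction does. The simulation overstates the noise, so the simulated shares are upper values. The cell sorter was another one for minimal glucose medium than for the other media. LB and minimal glycerol medium were sorted on one instrument and still differed in 6.82% of pairs, but the authors excluded the reads of bin 1 in minimal glycerol medium only, and this share does not bear on minimal glucose medium. Between minimal glucose medium and LB, the sorter and the medium cannot be told apart, since they changed together. Each medium was measured in cultures and sorts of its own, so differences between these stay open beside an effect of the growth medium.

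Of the 42 pairs in Fig. 6b, 20 differed between at least 2 media. Among 6 pairs tested one by one, the difference between media passed the threshold for 4. For *malT* at *malK*, the change in minimal glucose medium minus that in LB was 3.34 and the change in LB minus that in minimal glycerol medium was −3.07. For *metR* at *metE*, minimal glucose medium minus LB was −2.82. For *lacI* at *lacZ* it was 1.57, and for *lexA* at *ybfE* 0.70. With moderated variances the adjusted *p* values of these 5 differences were 1.51e-05, 0.000184, 4.29e-08, 1.98e-08 and 0.00977. The promoter medians set a limit to these comparisons. The *malK* median was 6.57 on the natural log scale in minimal glucose medium and 8.14 in LB, and the *metE* median was 6.97 in LB and 9.91 in minimal glucose medium, so in 1 medium without a response the median of each promoter was low. Single knockdowns still raised *metE* in LB, among them *flhD* with a log2 fold change of 3.71 in the authors' deposited table. The *malK* median in minimal glycerol medium was 8.43, below the median of 8.85 over the promoters in that medium, so this limit is not excluded there either. Whether the differences of these pairs come from the growth medium or from the cultures was not tested.

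The called pairs with the largest changes in each medium, among pairs with a value in every replicate, are not discussed in the paper and lay far above or below the negative control. In the authors' deposited table, the log2 fold changes of the largest decreases were −5.03 for *hdfR* at *ileX* and −5.01 for *nfeR* at *minCDE* in minimal glucose medium. In LB the authors' deposited table gives −7.05 for *yoeB* at *ylaC* and −7.01 for *metR* at *yahM*, and in minimal glycerol medium −3.63 for *aidB* at *rpsMKD-rpoA-rplQ* and −3.54 for *mazF* at *rpsU-dnaG-rpoD*. The library is the same in all media, so a defect in the plasmid of a pair would lower it everywhere. Of these 6 pairs, 3 (*hdfR* at *ileX*, *nfeR* at *minCDE* and *metR* at *yahM*) were lowered by over 1.7-fold in every other medium with a value, and for them a plasmid defect may be a cause. The other 3 were not lowered in at least 1 other medium, which argues against a defect as the cause of all 6. In the authors' deposited table, *yoeB* at *ylaC* had 0.16 in minimal glucose and 0.02 in minimal glycerol medium, *aidB* at *rpsMKD-rpoA-rplQ* had 3.44 in LB, and *mazF* at *rpsU-dnaG-rpoD* had 0.33 in minimal glucose medium but −7.76 in LB, both without a q-value. Most of these values in the other media could not be called, since they rest on 1 replicate or on an SD above 0.7. No biological explanation was tested.

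Among called pairs with a value in every replicate, the largest increases in the authors' deposited table were 5.23 for *dpiA* at *torT* and 5.16 for *flhD* at *ecpA* in minimal glucose medium, 7.02 for *flhD* at *gatR_1* and 6.99 for *flhD* at *ydfV* in LB, and 4.17 for *uxuR* at *uxuAB* and 4.11 for *flhD* at *ynbABCD* in minimal glycerol medium. The 4 *flhD* pairs were tested for the change that TFs with over 100 called promoters share. At their promoters the other 7 TFs of that group, *hns* left out, gave 23 upregulated calls in 28 pairs, or 5.75 per promoter, against 1.17, 1.66 and 0.928 for the average promoter in minimal glucose medium, LB and minimal glycerol medium. These increases may therefore belong to the shared change more than to a response specific to *flhD*. The *torT* promoter was also raised by all 7 of these TFs. The *uxuAB* promoter was called upregulated by *uxuR* knockdown in minimal glucose medium too, with 5.61 in the authors' deposited table, more than the 2 pairs above but from fewer than 3 replicates. No biological explanation was tested for these increases.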

How the results depend on the processing

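No paired analysis was possible because the values of single replicates were not used here: the table gives means, SDs and numbers of replicates, so a replicate block and results without each replicate gave no value, and the correlation between replicates was not computed either. Of the pairs with a value, 24659 in minimal glucose medium, 55009 in LB and 23369 in minimal glycerol medium rest on 1 replicate and had no call under any setting, which limits what a missing call can show.

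Over 10 alternatives, of which equation 3 as printed, the median over values with an SD up to 0.7 and taking off each TF's median change were chosen after seeing the data, the upregulated pairs numbered 2523 to 5049 in minimal glucose medium, 3601 to 5889 in LB and 2017 to 4449 in minimal glycerol medium. The downregulated pairs numbered 138 to 429, 215 to 667 and 251 to 679. Variable promoters numbered 742 to 1037, autoregulated TFs 8 to 12, and no alternative called an upregulated pair at *metE* in minimal glucose medium, the medium these 3 counts are for. Upregulation stayed the more frequent direction in every medium under all 10.

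A fold-change threshold of 2 gave 184 downregulated pairs in minimal glucose medium, 215 in LB and 251 in minimal glycerol medium, and 2017 upregulated pairs in minimal glycerol medium. It left 5 TFs with over 100 called promoters, 16 activations and 188 repressions at promoters of TF genes, and 5 TFs that raise *metK*. Fewer calls follow from a stricter threshold by construction, and 66.7%, 77.2% and 59.5% of the calls in minimal glucose medium, LB and minimal glycerol medium were kept.

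Requiring a value in every replicate gave 138 downregulated pairs in minimal glucose medium, 14 activations and 18 TFs at one-carbon promoters. Here fewer pairs are tested, since pairs with 2 replicates drop out. In LB and minimal glycerol medium this setting removes no pair that could be called, so it says nothing about stability there.

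Taking off each TF's median change gave 667 downregulated pairs in LB and 2032 upregulated pairs in minimal glycerol medium, 193 repressions, 5 TFs that raise *metK*, and 471 pairs called in all 3 media, 468 of them in the same direction. The share of upregulated calls changed from 86.8% to 75.0% in minimal glycerol medium. The cause was not tested. Without the TFs that have over 100 called promoters in minimal glucose medium, 80 pairs were called in all 3 media. Promoters raised by several TFs numbered 295 without these TFs, instead of 600, in a comparison chosen after seeing the data. In both cases a set of TFs is left out by construction.

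The moderated test kept 89.8% of the calls in minimal glucose medium, 83.6% in LB and 83.4% in minimal glycerol medium. With it, the pairs that differ between media numbered 2361 for minimal glucose against minimal glycerol medium and 4253 for LB against minimal glycerol medium. At a Benjamini-Hochberg *p* under 0.05, 6078 pairs differed between minimal glucose and minimal glycerol medium, as a looser threshold gives by construction. Among the pairs named one by one, *metR* at *metE* passed the test between LB and minimal glycerol medium only with moderation (adjusted *p* = 0.000586, against 0.0159). The cause of the change with moderation was not tested.

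The share of pairs within 2-fold was 94.4% relative to the negative control instead of the median, 92.3% with a limit of 1.7-fold, and 97.9% among pairs with an SD up to 0.7, a setting chosen after seeing the data. The correlation of promoter medians with the control was 0.995 with at least 100 quantified pairs per promoter. Without the TFs that have over 100 called promoters, 1 gene set passed an adjusted *p* of 0.05, the iron uptake promoters, with an odds ratio of 0.0900, while with calls at 2-fold no set passed and that odds ratio was 0.316 (adjusted *p* = 0.247). The cause of these changes was not tested.

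For 14 called pairs named one by one, 129 of 136 results under the alternatives kept the call and 7 lost it. For 8 named pairs without a call, none of 76 gave one. Part of both counts was fixed in advance, since looser settings cannot lose a call and stricter ones cannot add one. The *crp* pair at *lacZ* in minimal glucose medium had an SD of 0.786, so it could not be called under the SD limit. The direction says nothing about stability here, because the fold change is the deposited one under every alternative but the taking off of each TF's median change, which changed the sign of 1 pair, *lldR* at *lldP*. The calls lost at 2-fold were *metR* at *folE*, and *comR*, *pgrR* and *glnG* at their own promoters. The moderated test lost *glnG*, and with each TF's median change taken off *pgrR* and, in LB, *crp* at *lacZ* were lost.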

Differences from the paper's values

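The paper reports *metE* as raised by the knockdown of 1 TF, *metJ*, in minimal glucose medium, and the calls here gave 0 TFs. None of the alternatives set before the data were examined closed this gap: each of them gave 0, as did the 3 added later. The *metJ* pair at *metE* has 1 replicate, and in the authors' deposited table its log2 fold change is 1.17 without a q-value.

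The paper also states that *metJ* knockdown raises *metA* and *metK*. Here *metA* had no value under *metJ* knockdown, and *metK* had 1 replicate, with a log2 fold change of 1.36 in the authors' deposited table, so neither was called. For *metK*, 8 TFs raised it against 10 in the paper. With the fold change relative to the negative control only, and with a q-value under 0.05, the number was 10. It was also 10 with equation 3 as printed, an alternative chosen after seeing the values. In this order, these settings gave 5049, 4080 and 3811 upregulated pairs in minimal glucose medium. All are further from the paper's 3720 than the main 3719, so their matches at *metK* may be coincidence.

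At *thyA*, which the paper lists among the promoters affected by *metR* knockdown, the log2 fold change in the authors' deposited table is 0.72 and the pair was not called under any alternative. The paper describes an effect of CRP on *lacZ* in LB as repression. Here *crp* knockdown lowered the *lacZ* promoter, with a log2 fold change of −1.14 in the authors' deposited table, which is the direction of an activator. For *phoB*, which the paper counts among weak effects of less than 30%, the authors' deposited table gives 0.42, and relative to the promoter median the change was 0.22.

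Variable promoters numbered 978 against 936 in the paper, and 935 with an SD up to 0.35. TFs that affect one-carbon promoters numbered 29 against 28 in the paper, and 28 with a Benjamini-Hochberg *p* under 0.01. The list of promoters was chosen here. These alternative settings gave 3414 and 3683 upregulated pairs in minimal glucose medium. Both are further from the paper's 3720 than the main 3719, so their matches here may be coincidence. The share of pairs within 2-fold of the median was 95.4% of all pairs with a value, against more than 98% in the paper. The pairs with a value include 9209 with an SD above 0.7, which the paper's methods exclude, and 24659 with 1 replicate. Among pairs with an SD up to 0.7 the share was 97.9%, which was computed only after seeing the values. Links between TFs numbered 27 activations and 330 repressions, against 26 and 339 in the paper. Pairs with a value numbered 197635, against 201433 in the paper. For the plate-reader comparison, the paper states that 45 of 50 combinations of sgRNA and promoter were quantified, the negative control included. Here 38 of the 45 combinations with a TF have a value in minimal glucose medium, and a control activity could be derived for all 5 promoters.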

Other observations

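In this part, the tests of shared control noise and of a response that differs between media were chosen before their results were seen. So were those of values missing in both other media and of an SD too small with 2 replicates. The comparisons by polarity and the count of repressed own promoters were also set before the data were examined. All other tests were chosen only after the result was seen. How the test with 2 replicates and that of chance for the downregulated pairs are read was also settled after their values were seen.

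Of the 9 TFs with over 100 called promoters in minimal glucose medium, 8 had similar changes across promoters and *hns* did not share them. The log2 changes of the 8 relative to promoter medians had a median pairwise Spearman correlation of 0.682, with a range of 0.595 to 0.834, and *hns* with the other 8 gave 0.0189. Over the 146 TFs in this comparison, each with at least 500 values, the median was 0.00189. Profiles returned between media among those of the 9 TFs with at least 500 promoters quantified in both media. The median correlation of a TF with itself was 0.676 between minimal glucose medium and LB (7 TFs), against 0.215 for other TFs. Between minimal glucose and minimal glycerol medium it was 0.666 (8 TFs), against 0.139. Between LB and minimal glycerol medium it was lower, 0.467 (7 TFs), against 0.103. Of the 577 promoters raised by any of the 8, 428 were raised by several and 29 by all 8. Noise of the control that all TFs share gave a simulated correlation of log2 fold changes of 0.199, against 0.739 observed for the 8 (lowest 0.669). For *hns* with the others it was 0.195, which this noise could give. A shift of all promoters of an sgRNA by one factor would remove most upregulated calls, yet 67.1% were left once it was taken off, although for *hns* only 25.2% were left and such a shift may account for most of its calls. A pull of every promoter toward the library average would leave no correlation once the trend with promoter activity is removed, and 0.661 was left. Fewer values for these sgRNAs were not seen, with medians of 1267 and 1240 promoters (two-sided permutation *p* = 0.782).

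What stays open for these TFs is a guide effect or a shared response of the cell. An adenine 3 bases from the PAM end of the guide went with more upregulated promoters in minimal glucose medium, with a mean of 59.8 for 35 guides and 10.8 for 111 others (medians 7 and 4, permutation *p* = 0.00320 over 80 combinations of position and base). In LB the means were 108 and 16.9 (permutation *p* = 0.000400). Of the TFs with over 100 called promoters, 7 of 9 in minimal glucose medium and 11 of 14 in LB have this base, while *adiY* and *hns* do not. A candidate explanation is an effect of the guide sequence near the PAM, in addition to the knockdown of the TF. In minimal glycerol medium the guide effect and chance cannot be told apart: the means were 43.9 and 12.8, with 4 of 6 TFs, but the permutation *p* was 0.380, and another position, the third base from the 5′ end, gave 0.0314. Among the 5 negative control guides, 1 has this adenine, NC_31, which the authors excluded. A response of the cell that the knockdown of these TFs shares, such as a change of growth, was not tested.

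Chance spread of 2 or 3 replicates was set against the number of upregulated pairs. Simulated unchanged pairs gave 499 upregulated calls in minimal glucose medium, 765 in LB and 1025 in minimal glycerol medium, against 3719, 4930 and 3307 observed, which argues against chance as the whole cause. A part of these calls could be chance. Pairs called upregulated in minimal glucose medium lay above the control in minimal glycerol medium in 94.4% of cases with a value there. The share for other pairs of the same promoters was not computed, so how far this exceeds chance is unknown.

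For the 338 downregulated pairs in minimal glucose medium, the same simulation gave 555, so their number alone does not exceed chance. Of the 184 with a value in minimal glycerol medium, 65.2% lay below the control there, against 43.4% of other pairs of the same promoters (binomial *p* = 3.74e-09). Pairs that share a TF or a promoter are not independent, so this *p* covers counting error only. The other pairs include some called upregulated in minimal glucose medium, which can lower the 43.4%. Within these limits, the excess argues against chance as the source of all the downregulated pairs. A defect fixed in the plasmid would keep them low, but their median log2 fold change in minimal glycerol medium was −0.23 and 22 of them (12.0%) were called downregulated there. In LB, 126 had a value, with a median of −0.44, 73.8% below the control and 30 (23.8%) called downregulated. This argues against a defect as the source of all of them and leaves it open for those that were low in other media. A mixture of chance and real decreases may remain, including decreases that occur in minimal glucose medium only.

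In minimal glucose medium, pairs with 2 replicates were called upregulated in 3.41% and downregulated in 0.627% of cases, and pairs with 3 in 1.99% and 0.105%. Moderated variances were used to test an SD that is too small by chance as the cause. Pairs with 2 replicates did lose more of their calls, 16.7% against 7.12%, so small SDs may account for part of it. However, the moderated test still called 4.59% of pairs with 2 replicates and 2.3% of those with 3, which argues against it as the whole cause. No biological explanation was tested.

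Of the 1900 pairs called in minimal glucose medium only, 420 were tested against LB and 31.7% of these differed from it. Against minimal glycerol medium 24.3% of 976 differed, and 343 of the 1096 tested against either medium differed from at least 1. For the tested pairs that did not pass, a differing response and an equal one cannot be told apart, since failing the test does not show that the changes are equal. A value missing or above the SD limit in both other media applied to 41.8%, which argues against it as the whole cause. Both may contribute.

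Promoters whose first gene neighbours the TF gene were called more often than distant promoters of the same TFs in minimal glucose medium, 10 of 69 (14.5%) against 1.67%, with an odds ratio of 10.0. A response of the whole library of these sgRNAs would raise both alike, and the two-sided Fisher's exact *p* was 2.37e-07. In LB the number was 5 of 53 (*p* = 0.0506) and in minimal glycerol medium 4 of 61 (*p* = 0.0175), by the same test. The 10 pairs, named after their values were seen, are *adiY* at *adiA*, *agaR* at *kbaZ-agaVWA*, *lacI* at *lacZYA*, *malI* at *malXY*, *metR* at *metE*, *nanR* at *nanATEK-yhcH*, *nfeR* at *yqjH*, *relB* at *ydfV*, *sdiA* at *yecF* and *treR* at *treBC*. The reporters are on a plasmid, so repression of the neighbouring chromosomal gene by CRISPRi is not seen by them directly. By the paper's methods, though, the cloned regions reach into the adjacent coding regions. Whether an sgRNA can bind the reporter plasmid itself was not checked. Local regulation of neighbouring genes by the TF is a candidate explanation, and it was not tested.

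TFs with potential forward polarity in the paper's Supplementary Data 1 had a median of 8 called promoters in minimal glucose medium (52 TFs), against 6 for the 116 others (two-sided permutation *p* = 0.0855). With forward or reverse polarity the *p* was 0.759, with calls in LB 0.635 and with calls in minimal glycerol medium 0.285.

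Of 52 TFs whose repression the paper rates in Supplementary Data 1, the promoter of the own operon has a value for 3 and a q-value for 2. None was called downregulated, and none lay below the control at an unadjusted *p* under 0.05.

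The deposited q-values follow the Z score of the paper's equation 3 without the term for the difference of the variances in the numerator. With that term, as the equation is printed, 3811 pairs were upregulated and 342 downregulated in minimal glucose medium.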
